# Neurotranscriptomic changes associated with chick-directed parental care in adult non-reproductive Japanese quail

**DOI:** 10.1038/s41598-021-94927-6

**Published:** 2021-07-29

**Authors:** Patricia C. Lopes, Robert de Bruijn

**Keywords:** Social behaviour, Functional genomics

## Abstract

For many species, parental care critically affects offspring survival. But what drives animals to display parental behaviours towards young? In mammals, pregnancy-induced physiological transformations seem key in preparing the neural circuits that lead towards attraction (and reduced-aggression) to young. Beyond mammalian maternal behaviour, knowledge of the neural mechanisms that underlie young-directed parental care is severely lacking. We took advantage of a domesticated bird species, the Japanese quail, for which parental behaviour towards chicks can be induced in virgin non-reproductive adults through a sensitization procedure, a process that is not effective in all animals. We used the variation in parental responses to study neural transcriptomic changes associated with the sensitization procedure itself and with the outcome of the procedure (i.e., presence of parental behaviours). We found differences in gene expression in the hypothalamus and bed nucleus of the stria terminalis, but not the nucleus taeniae. Two genes identified are of particular interest. One is neurotensin, previously only demonstrated to be causally associated with maternal care in mammals. The other one is urocortin 3, causally demonstrated to affect young-directed neglect and aggression in mammals. Because our studies were conducted in animals that were reproductively quiescent, our results reflect core neural changes that may be associated with avian young-directed care independently of extensive hormonal stimulation. Our work opens new avenues of research into understanding the neural basis of parental care in non-placental species.

## Introduction

Most of what is known regarding the mechanistic basis of infant-directed parental care comes from studies in mammals^1^. In mammals, pregnancy-induced physiological transformations seem key in preparing the neural circuits that lead towards attraction (and reduced-aggression) to an infant^1^. However, not all parental care is explained by pregnancy-induced changes. For example, there is also paternal care, alloparenting (parental care towards non-descendant young including adoption) and care by non-placental animals^2^. Knowledge of what neurotransmitters/neuromodulators are involved in these situations is lacking. While these forms of care are widespread in human societies^3^ and in non-placental vertebrates^4^, and play critical roles in offspring development^5,6^, their neural underpinnings are severely understudied. Studying species that show parental care in the absence of pregnancy can therefore help elucidate the neurochemical make-up of these diverse forms of parental care.

While parental care is rare in many vertebrate taxa, it is essential for survival in the majority of avian species^7^. Although biparental care is the most frequent modality observed, birds as a group show an incredible diversity in forms of parental care, from brood parasitism, where care is lost, to cooperative breeding, where non-reproductive individuals provide care to offspring that are not their own^7^. Out of the hormones associated with incubation and with caring for young, prolactin has received the most attention^8,9^. Coupled with an increase in prolactin, a decline in gonadal hormones seems to facilitate the transition between courtship and nest building into incubation behaviour^10^. Prolactin is important for the maintenance of incubation behavior, but not critical for post-hatching parental care in all avian species^11^. For example, in Galliformes, prolactin tends to be elevated in females during the incubation period and to decline when chicks hatch^8^. The avian homologue of oxytocin, mesotocin, has also been correlated with transitions in parental stages (e.g., egg-laying to incubation) in this bird group^12–14^. Recent studies have used transcriptomic approaches to compare gene expression in specific brain areas as female birds transition from territorial defense to egg incubation^15^, or from egg-laying to egg incubation behavior^16^. Still, the neural underpinnings of post-hatch parental care in birds are, however, far from fully understood.

Using a sensitization procedure developed by^17^, a recent experiment by our group confirmed that it is possible to induce parental behaviours in virgin Japanese quail through a single overnight exposure to chicks^18^. After the sensitization procedure, both sexes display chick brooding behaviour and reduced aggression towards chicks (pecking behaviour). This procedure therefore allows us to study young-directed care at its onset, in both sexes, in the absence of copulation, fertilization, or pharmacological hormonal priming. Furthermore, because the sensitization is capable of eliciting young-directed parental care under short-days (when quails have regressed gonads and are reproductively quiescent), we are afforded the additional opportunity to study young-directed care in the absence of major changes to gonadal steroids, and in the absence of egg-laying or egg incubation experience and, therefore, in the absence of the main hormonal changes generally associated with avian parental behaviours^10^. This gives us insights into the core neural changes that promote young-directed parental care in birds independently of extensive hormonal stimulation. What is also interesting is that, while the change in behaviour after sensitization is drastic, it is not observed in all animals, i.e., some animals fail to respond to the sensitization. Conversely, a few animals not exposed to the sensitization spontaneously show some parental care when paired with chicks.

In the current study, we take advantage of this variation in parental care to understand, from a neural molecular perspective, (a) what modifications occur due to the sensitization treatment, (b) what genes correlate with the duration of brooding behaviour and with chick-directed aggression, and (c) whether the same mechanisms are involved in care that is shown after sensitization treatment relative to care that is shown spontaneously (i.e., in the absence of sensitization treatment). We focused our transcriptomic analysis on the hypothalamus, the bed nucleus of the stria terminalis and the nucleus taeniae. We targeted these brain regions because they contain nuclei important for parental care, affiliative interactions, and agonistic interactions in birds and other vertebrates^2,4,19–22^. Our experiments highlight the importance of using intra-species variation in parental responses to elucidate neural mechanisms of parental behaviour and to discover new molecular pathways involved in avian parental care, several of which are likely conserved across other vertebrate taxa.

## Materials and methods

### Parental care induction procedure and behaviour quantification

Japanese quail (*Coturnix japonica*) were raised in the lab from eggs obtained from AA Lab Eggs, Inc. (Westminster, CA) following the procedures described in^18^. Adult birds used in this experiment were kept at a 8L:16D light cycle, at a temperature range of 20–24 °C and maintained in groups of 4–5 same sex animals in cages (100 × 40 × 50 cm). We chose a short photoperiod for this experiment for two reasons: (1) male and female Japanese quail kept at short photoperiods are reproductively quiescent^23^, which reduces the influence of gonadal hormones from the study; and (2) quail sensitization treatments are more effective at increasing brooding duration in both sexes under short photoperiods^17,22^. The reason for more effective sensitization when gonadal hormones are low may be linked to the natural decline in gonadal hormones undergone by birds transitioning between courtship and nest building to a parental state (onset of incubation) (reviewed in^10^). Two days prior to carrying out the experiments, a replica of the wooden box (18 × 18 × 18 cm) used in the parental care sensitization procedure was added to those cages. The day prior to the procedure, animals were separated individually into cages identical to the group cages, which also contained a wooden box. The wooden box was always open during these days, allowing the birds to inspect it and go in and out. Food and water were provided ad libitum during the entire experiment.

The day of the parental care sensitization procedure, each adult bird was locked inside the wooden box in their individual cage starting at one hour before lights were off. Under the parental induction treatment, two chicks (1–3 days old) were added to this box just before lights off. Under the control treatment, no chicks were added to the box. Animals were left undisturbed overnight. The morning after, the wooden box was opened, the overnight chicks were removed, and two new chicks (1–3 days old) were added to the cage. This swap of chicks ensured that birds in both treatments (controls and sensitized) were being tested for their behaviours towards novel chicks (in case familiarity influenced the outcome). The novel chicks were allowed to stay in the cage for 20 min, during which videos were continuously recorded (Axis M1065L network camera by Axis Communications). At the end of the 20 min, adults were euthanized by isoflurane inhalation, followed by immediate decapitation (euthanasia via this anaesthetic takes under 30 s). The brain was removed from the skull, flash frozen and then stored at − 80 °C until further processing. Chicks were returned to their cages. In total, 50 adults (ages 90–110 days old) were subjected to the experimental procedures, of which 11 females and 13 males were randomly assigned to the sensitization treatment and 19 females and 7 males to the control treatment. Two control females were removed from the study due to methodological failures during the experiments, bringing the final number of control females to 17. In total, 77 chicks were used. Behaviours towards chicks within the 20 min period of observation were scored by observers blind to the treatment and analysed as described in^18^. The behavioural results described here were re-plotted from^18^ and were not re-analysed.

### Brain dissection

Brains were coronally sectioned on a Leica CM1860UV cryostat, at − 18 °C. We used separate surgical micropunches (EMS Rapid Core Instruments) to punch out the three brain regions of interest from 100 μm slices, spaced apart by three 30 μm slices collected onto microscope slides (Fisherbrand, item 12-550-15) for future use. The brain regions collected were the entire hypothalamus, the nucleus taeniae (Tn) and the bed nucleus of the stria terminalis (BnST). These regions were identified based on use of both the quail and the chicken brain atlases^24,25^. The diameter of the micropunchers used was 4 mm for the hypothalamus and 3 mm for the other regions. The hypothalamus was collected from the start of the bifurcation the tractus septomesencephalicus until the start of the posterior commissure. We started collecting the BnST from the point when the anterior commissure was visible, using the lateral ventricle as a guide for positioning the micropuncher, and ended after collecting 5 punches, i.e., over 1 cm coronally (as each punch is separated from the next by about 190 mm). Collection of the Tn started at the point where the occipitomesencephalic tract splits into two and ended after 5 punches (again equivalent to 1 cm coronally). Punches from each of these brain regions were placed in individual tubes containing 2 mm size beads (ZR BashingBeads Lysis Tubes, Zymo Research, item S6003-50) and 1 mL of QIAzol lysis reagent (Qiagen, item #79306). Tissue homogenization was done by agitating the tubes for 20 s at a 7 m s^−1^ speed (Beadbug 6 homogenizer, Benchmark Scientific), followed by a 5 min rest period. The homogenate was then transferred into a new tube and preserved at − 80 °C until RNA isolation.

### RNA isolation, library preparation and sequencing

Total RNA was extracted from the aqueous layer formed after chloroform precipitation, using the RNA Clean and Concentrator Kit-5 (Zymo Research, item # R1013) following manufacturer’s instructions and including the DNase I in-column treatment step. These samples were then shipped on dry ice to Novogene Corporation Inc. (Chula Vista, CA, USA), where RNA quantity, purity and integrity were assessed on an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA), cDNA libraries were generated using NEBNext^®^ UltraTM RNA Library Prep Kit for Illumina^®^ (NEB, USA) and cDNA fragments (150–200 bp in length) were then purified using the AMPure XP System (Beckman Coulter, Beverly, USA). Paired-end sequencing of libraries (PE150; Illumina Novaseq 6000) was performed according to standard protocols. An average of 52 million paired-end raw reads were obtained for each sample.

### Mapping and differential gene expression analysis

An average of 85.3% of clean (post adapter removal and quality filtering) reads were mapped to the Japanese quail reference genome (Coturnix_japonica_2.0, INSDC Assembly Mar 2016, downloaded from Ensembl), representing an average of 43.7 million mapped reads per sample (Supplementary Table S1 contains information on mapping statistics per sample). Mapping was done using HISAT2^26^, and HTSeq was used to count the number of mapped reads to each gene^27^. Differential gene expression analysis for the effect of treatment was performed using likelihood ratio tests with the DESeq2 R package^28,29^. To determine whether any genes showed significant correlations to either brooding duration or aggressive events, we used edgeR TMM-normalized counts (edgeR package^30^) with the limma package^31^, with voom transformation^32^. While the DESeq2 package can also accept continuous covariates in the model, the list of significant genes detected using the limma + voom approach overlaps with the one produced by DESeq2 but excludes genes for which the regression line does not properly fit the points when plotted. To control for the false discovery rate due to multiple testing, *p*-values were adjusted using the Benjamini–Hochberg procedure. Genes were considered as statistically differentially expressed when adjusted *p*-values were < 0.05.

To examine the effect of treatment on gene expression, for each brain region, we first tested whether the variable sex interacted with the variable treatment. In case no differentially expressed genes (DEGs) were detected for the interaction term at p_adj_ < 0.05, the variable sex was excluded from the model and treatment was tested alone. Because of known issues with false negatives after FDR correction^33^, in addition to the DEGs detected through this approach, the expression profiles for a small list of hypothalamic candidate genes thought to be involved in the transition between egg-laying or incubation and chick brooding in avian species or in young-directed care in other vertebrates were plotted to provide information on whether the expected patterns were observed (Supplementary Fig. S1). Galanin and mesotocin were predicted to be upregulated after sensitization treatment and, due to their role in stimulating prolactin release, thyrotropin releasing hormone, vasoactive intestinal peptide, and prolactin releasing peptide were predicted to be downregulated after sensitization treatment^1,8–10,12,13,34,35^. Those genes are represented using DESeq2 normalized counts. Boxplots in Fig. 1 and in Supplementary Fig. S1 represent the median value (darker horizontal line), the first and third quartiles (lower and upper hinges, respectively) and the smallest and largest values no further than 1.5 × the interquartile range (bottom and top whiskers, respectively).

**Figure 1:**
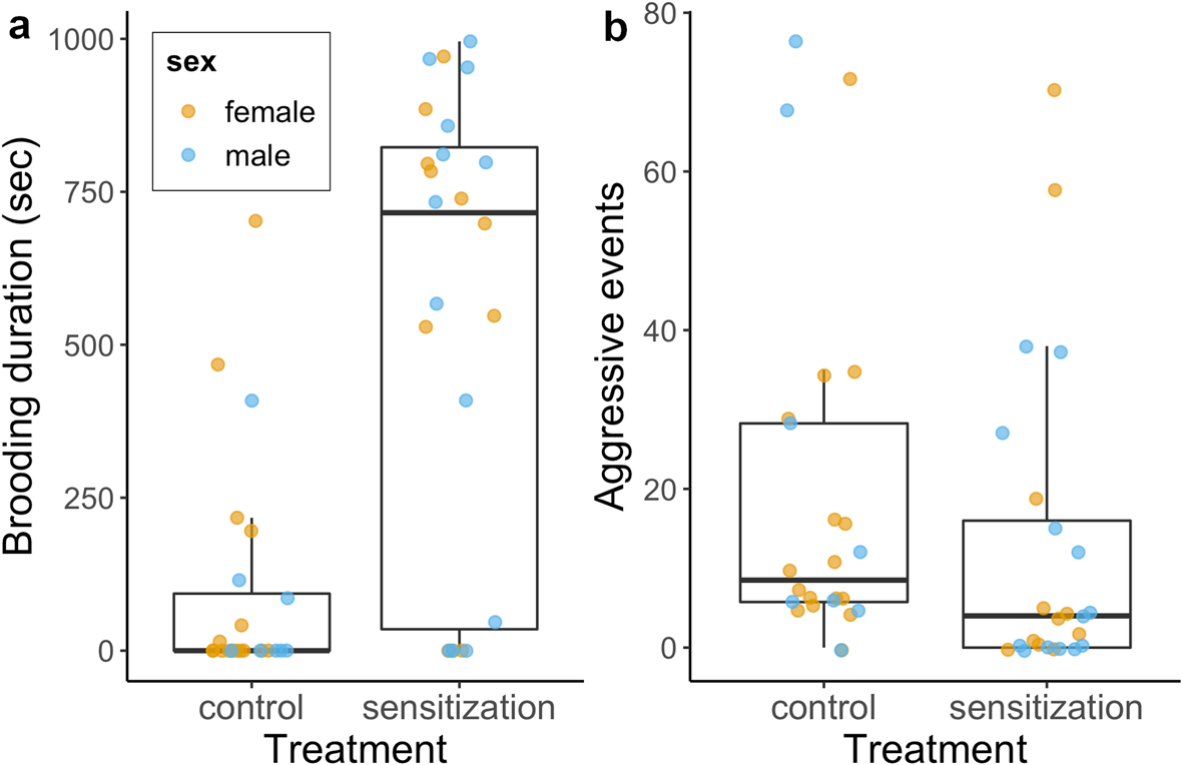
Brooding duration (**a**) and aggressive events (chick-directed pecking) (**b**) in animals that underwent sensitization treatment or not (control). Dots represent individual animals, coloured by sex. Reprinted from de Bruijn et al.^18^ with permission from Elsevier.

To examine the effect of treatment or sex on covariation between gene expression levels and our two continuous variables (brooding duration or aggression), for each brain region, we first tested for an interaction of treatment or sex with each continuous covariate. In case no DEGs were detected for the interaction term at p_adj_ < 0.05, the variables treatment or sex were excluded from the model and the continuous covariates (brooding duration or aggression) were tested alone. Prior to testing, the continuous covariates were scaled and centered, but figures show brooding duration in seconds for simplicity of interpretation. A subset of representative DE genes obtained from the limma-voom analysis were represented by plotting log2 voom transformed TMM normalized counts, and a regression line with a slope of the logFC and the coefficient for the intercept for each specific gene.

### Gene ontology (GO) enrichment analysis and KEGG pathway enrichment analysis of differentially expressed genes

Functional enrichment analysis was done only for the DEGs found in the hypothalamus, as this region contained the most DEGs both for the effect of treatment and for the covariation with parental duration. The stringApp (v. 1.5.4)^36^ within Cytoscape software (v. 3.8.2)^37^ was used to find enriched GO terms and enriched KEGG Pathways^38^. Up- and down-regulated DEGs were analysed separately. *Mus musculus* was used as the background species because most of what we know regarding the parental brain comes from studies in rodents^1^. The significance threshold for the false discovery rate (FDR) was 0.05. We used the same app and settings to visualize possible protein–protein interactions (PPI) among the protein products of these DEGs, but this time we analysed all genes (up and down-regulated) at once. This analysis produces a PPI enrichment p-value, which, when smaller or equal than 0.05, indicates that the proteins being tested have more interactions among themselves than would be expected for a random set of proteins of similar number, drawn from the genome.

### Ethics

Animal use and experimental design were approved by the Chapman University Institutional Animal Care and Use Committee (protocol # 2019-01). Experiments comply with the “Animal Research: Reporting of In Vivo Experiments” (ARRIVE) guidelines (https://arriveguidelines.org/) and with the National Institutes of Health Guidelines for the Care and Use of Laboratory Animals.

## Results

### Effect of sensitization treatment

#### Behavioural response

In response to spending an overnight enclosed in a box with two chicks (sensitization treatment), the average duration of time spent brooding novel chicks was significantly increased and not different by sex (Fig. 1a^18^). Out of animals in the sensitization treatment, 3 out of 11 females (27.3%) and 3 out of 13 males (23.1%) showed no brooding behaviour. Out of control animals, 6 out of 16 females (37.5% of females) and 3 out of 8 males (37.5% of males) showed at least a few seconds of brooding behaviour. Aggression, quantified as chick-directed pecking, was overall low and while it tended to be lower in animals in the sensitization treatment, this difference was not significant (Fig. 1b^18^).

#### Transcriptomic response

Sex did not interact with treatment in affecting gene expression in any of the brain regions. Therefore, the effect of treatment was tested in both sexes together. 

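The RNA-seq data come from 48 adult Japanese quail, each of which gave 1 library from the hypothalamus, 1 from the BnST and 1 from the Tn. Birds in the sensitization treatment (11 females and 13 males) had spent the night with 2 chicks, whereas control birds (16 females and 8 males) had not, and all birds were then observed with 2 chicks for 20 min. The authors mapped the reads to the quail genome with HISAT2, counted them per Ensembl gene with HTSeq and deposited the counts of 21561 genes in 144 libraries without normalization. Between 9664414 and 19640873 reads per library were counted on genes, with a median of 12636688. These counts were on average 29.5% of the mapped total in Supplementary Table S1, which may be in reads or in read pairs. In the hypothalamus the median was 13243316 in the sensitization treatment and 11971634 in control. It was 12501010 and 11879006 in the BnST, and 13594906 and 12338506 in the Tn. Counts were normalized with edgeR's TMM method, genes with low counts were removed with filterByExpr, and the remaining genes were tested with edgeR's quasi-likelihood F test, with Benjamini-Hochberg adjustment across genes. For the interaction of sex with treatment, 15040 in the hypothalamus, 14964 in the BnST and 14887 in the Tn were tested. The number of genes with an adjusted p under 0.05 was 0 in each region, and 502, 605 and 456 genes respectively had an unadjusted p under 0.05. Without the filter on low counts, the alternative that moved the unadjusted counts most, there were 934, 1008 and 860 such genes out of 20691, 20666 and 20651 tested, and again 0 with an adjusted p under 0.05. In simulated data in which 200 genes carried an interaction, the same test recovered 69.5% of them, and 13 of its 152 calls were false. It recovered 85% of the genes changed by 1 log2 unit and 54% of those changed less. Bird 17, labelled as a male of the sensitization treatment, expressed male-biased genes below all 20 other males. With this bird counted as a female, an alternative chosen after seeing the data, the interaction had 0 genes with an adjusted p under 0.05 in each region and 470, 683 and 440 genes at an unadjusted p under 0.05.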

Only a few genes were differentially expressed in the brains of animals that underwent the sensitization treatment relative to controls during interaction with chicks (Fig. 2, Supplementary Table S2). 

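The effect of treatment was tested on 14491 genes in the hypothalamus, 14384 genes in the BnST and 14242 genes in the Tn, 24 birds against 24 in each region. In the hypothalamus 2 genes were up-regulated and 1 was down-regulated at an adjusted p under 0.05, and 535 genes had an unadjusted p under 0.05. In the BnST 1 gene was up-regulated and 7 were down-regulated, with 796 genes at an unadjusted p under 0.05. There were 0 DEGs in the Tn, where 678 genes had an unadjusted p under 0.05. With DESeq2's likelihood ratio test, which the paper used for treatment, in place of edgeR, 9 genes passed in the hypothalamus. With 2 surrogate variables as covariates 14 genes passed in the BnST and 2 in the Tn (BTG2 and APMAP). These were the largest counts among the alternatives of each region. When changes were added to 200 genes of a simulated comparison of 24 birds against 24, the edgeR test recovered 98% of changes of 1 log2 unit and 82% of the smaller changes, and 5 of its 185 calls were false. Birds numbered 1 to 20 (8 control, 11 sensitized) and 21 to 50 (16 control, 13 sensitized) differed in the hypothalamus in 4469 of 14601 genes at an adjusted p under 0.05. With this number series as a covariate there were 3 DEGs between treatments in the hypothalamus, 8 in the BnST and 0 in the Tn, the last with 608 genes at an unadjusted p under 0.05. Supplementary Tables S2 and S3 name 21 genes by identifier. With the adjustment made over these genes alone, which the authors had themselves called on these counts, 18 had an adjusted p under 0.05 in the hypothalamus, 15 in the BnST and 3 of the 20 tested in the Tn.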

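UCN3 (ENSCJPG00005004068) encodes a neuropeptide of the corticotropin-releasing factor family. In the hypothalamus its normalized count was 41.0 ± 11.4 CPM (counts scaled by library size, mean ± SD, n = 24) in the sensitization treatment and 22.0 ± 5.26 CPM (n = 24) in control, a log2 fold change of 0.90 (standard error 0.10, adjusted p = 2.58e-07 from edgeR's quasi-likelihood test). Under the alternatives the adjusted p ranged from 1.02e-13 with DESeq2 to 8.96e-07 with sex as a covariate. All 24 sensitized birds lay above the control median, and 15 lay above the highest control bird. Among birds 1 to 20 the log2 difference between treatments was 0.75 (11 against 8 birds, exact permutation test, two-sided p = 7.94e-05), and among birds 21 to 50 it was 0.99 (permutation test, p = 1e-05, the smallest the resamples can give). NTS (ENSCJPG00005004778), which encodes neurotensin, was expressed at 89.0 ± 19.2 CPM (SD, n = 24) after sensitization and 62.5 ± 13.0 CPM (n = 24) in control. Its log2 fold change was 0.51 (standard error 0.08, adjusted p = 0.00132), and the adjusted p ranged from 1.86e-05 to 0.00231 under the alternatives. All 24 sensitized birds were above the control median and 8 were above the highest control bird. The log2 difference was 0.26 among birds 1 to 20 (exact permutation test, p = 0.0204) and 0.70 among birds 21 to 50 (permutation test, p = 1e-05). The 50 genes most correlated with NTS among control birds had a median log2 fold change of 0.05, and the difference in NTS was 0.43 after adjustment for their mean. That median lay at percentile 99.9 of matched random lists, so part of the difference in NTS may come from the tissue sampled. For UCN3 the median was −0.01, at percentile 13.6, and the adjusted difference was 0.87.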

In the hypothalamus, only two genes were up-regulated in the sensitization treatment relative to control: neurotensin (NTS) and urocortin 3 (UCN3). 

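APMAP (ENSCJPG00005004185) was expressed in the BnST at 117 ± 11.1 CPM (mean ± SD, n = 24) in the sensitization treatment and at 102 ± 10.8 CPM (n = 24) in control. Its log2 fold change was 0.20 (standard error 0.04, adjusted p = 0.0323 from edgeR's quasi-likelihood test), and 22 of 24 sensitized birds lay above the control median. The adjusted p ranged from 0.00812 with DESeq2 to 0.100 with sex as a covariate, and it was under 0.05 in 9 of 11 alternatives. The log2 difference was 0.19 among birds 1 to 20 (11 against 8 birds, exact permutation test, two-sided p = 0.0122) and 0.22 among birds 21 to 50 (permutation test, p = 5.4e-04).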

In the bed nucleus of the stria terminalis (BnST), only one gene was up-regulated: adipocyte plasma membrane associated protein (APMAP). This same gene was the only one that approached significance (p_adj_ = 0.07229) in the Nucleus Taeniae (Tn). 

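In the Tn, APMAP was expressed at 107 ± 11.0 CPM (mean ± SD, n = 24) in the sensitization treatment and at 91.3 ± 11.7 CPM (n = 24) in control. The log2 fold change was 0.22 (standard error 0.05, unadjusted p = 2.82e-05, adjusted p = 0.402 from edgeR's quasi-likelihood test). The adjusted p ranged from 0.0237 with 2 surrogate variables, the only one of 10 alternatives under which it was below 0.05, to 0.948 with sex as a covariate. Among birds 1 to 20 the log2 difference was 0.15 (11 against 8 birds, exact permutation test, two-sided p = 0.0480, adjusted p = 0.0568 over 64 tests). Among birds 21 to 50 it was 0.28 (permutation test, p = 3.4e-04, adjusted p = 0.00127). SS18L2 (ENSCJPG00005014626) was at 12.5 ± 3.21 CPM after sensitization and 17.0 ± 4.01 CPM in control, a log2 fold change of −0.45 (adjusted p = 0.555, ranging from 0.182 to 0.953 under the alternatives). The effect of treatment on APMAP did not differ detectably between the BnST and the Tn (interaction of treatment with region, difference 0.02, unadjusted p = 0.702).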

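BTG2 (ENSCJPG00005018956) was expressed in the hypothalamus at 113 ± 23.9 CPM (mean ± SD, n = 24) after sensitization and at 146 ± 18.5 CPM (n = 24) in control, a log2 fold change of −0.36 (standard error 0.07, adjusted p = 0.0142 from edgeR's quasi-likelihood test, 7.99e-04 to 0.0236 under the alternatives). In the BnST it was at 153 ± 39.9 and 230 ± 78.3 CPM, a log2 fold change of −0.59 (adjusted p = 0.0323, 1.57e-07 to 0.0541 under the alternatives). FOS (ENSCJPG00005019250) had a log2 fold change of −0.38 in the hypothalamus (98.7 ± 23.9 and 128 ± 17.9 CPM, adjusted p = 0.0773) and of −0.65 in the BnST (adjusted p = 0.00229). EGR4 (ENSCJPG00005007745) had a log2 fold change of −0.64 in the hypothalamus (17.6 ± 8.72 and 27.5 ± 8.10 CPM, adjusted p = 0.196) and of −0.97 in the BnST (40.7 ± 18.1 and 79.6 ± 41.2 CPM, adjusted p = 0.0241). In the hypothalamus FOS and EGR4 each had an adjusted p under 0.05 in 4 of 10 alternatives, namely DESeq2, limma-voom, the mapping rate as a covariate and 2 surrogate variables. Their adjusted p ranged there from 0.00228 to 0.161 for FOS and from 7.99e-04 to 0.261 for EGR4. Among birds 1 to 20 the log2 differences of BTG2, FOS and EGR4 in the hypothalamus were −0.42, −0.55 and −0.94 (exact permutation tests, two-sided p = 6.62e-05, 1.59e-04 and 5.29e-05). Among birds 21 to 50 they were −0.33, −0.26 and −0.45 (permutation tests, p = 0.00361, 0.0223 and 0.0250). EGR1 (ENSCJPG00005020865) was at 198 ± 34.2 CPM after sensitization and 246 ± 41.1 CPM in control in the hypothalamus (log2 fold change −0.32, adjusted p = 0.0877). SS18L2 (log2 fold change −0.44) and the lncRNA ENSCJPG00005007063 (−0.33) both had an adjusted p of 0.102. With DESeq2 and with 2 surrogate variables each of these 3 genes had an adjusted p under 0.05, and SS18L2 did so also with the mapping rate as a covariate. The adjusted p ranged from 0.00371 to 0.105 for EGR1, from 0.0312 to 0.261 for SS18L2 and from 0.0146 to 0.237 for the lncRNA. Over the genes of Supplementary Tables S2 and S3 the smallest adjusted p for a difference in treatment effect between the hypothalamus and the BnST was 0.166. Since both libraries come from the same birds, the bird was also taken as a replicate block, which gave 0.0955, and 0.0636 with a random block in limma-voom.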

Out of the six genes down-regulated in the hypothalamus of animals that underwent the sensitization treatment, three overlapped with down-regulated genes in the BnST: Fos proto-oncogene, AP-1 transcription factor subunit (FOS), early growth response 4 (EGR4) and BTG anti-proliferation factor 2 (BTG2). In addition to these three, another five genes were down-regulated in the BnST: Kruppel like factor 2 (KLF2), neuronal PAS domain protein 4 (NPAS4), RRAD, Ras related glycolysis inhibitor and calcium channel regulator (RRAD), salt inducible kinase 1 (SIK1) and Jun proto-oncogene, AP-1 transcription factor subunit (JUN). 

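KLF2 (ENSCJPG00005015176) had the smallest p in the BnST. Its count was 29.4 ± 3.41 CPM (mean ± SD, n = 24) in the sensitization treatment and 38.8 ± 6.12 CPM (n = 24) in control, a log2 fold change of −0.40 (standard error 0.06, adjusted p = 1.23e-04 from edgeR's quasi-likelihood test), and 0 of 24 sensitized birds lay above the control median. NPAS4 (ENSCJPG00005001854) fell from 49.6 ± 25.5 CPM in control to 26.5 ± 10.0 CPM (−0.90, adjusted p = 0.0167). RRAD (ENSCJPG00005014637) fell from 38.5 ± 10.9 to 26.1 ± 7.36 CPM (−0.56, adjusted p = 0.0241) and SIK1 (ENSCJPG00005008725) from 42.8 ± 8.71 to 32.9 ± 5.99 CPM (−0.38, adjusted p = 0.0323). All 4 genes had an adjusted p under 0.05 in each of 11 alternatives, with a highest value of 4.21e-04 for KLF2, 0.0399 for NPAS4 and RRAD and 0.0465 for SIK1. JUN (ENSCJPG00005012418) was at 147 ± 37.7 CPM in control and 113 ± 20.5 CPM after sensitization. Its log2 fold change was −0.37 with an adjusted p of 0.138, which ranged from 3.57e-04 with 2 surrogate variables, the only alternative that took it under 0.05, to 0.232 with limma-voom. The BnST library of bird 49, a sensitized male, lay at 90.4 on the first principal component, against 38.8 for the next farthest library. Without this bird, an alternative chosen after seeing the data, 1 gene was up-regulated and 7 were down-regulated, and all 8 were among the 8 called with it. Among birds 1 to 20 the log2 differences of KLF2, NPAS4, RRAD, SIK1 and JUN were −0.55, −0.86, −0.43, −0.55 and −0.36, with exact permutation p-values (two-sided, 11 against 8 birds) from 1.32e-05 for KLF2 to 0.00823 for RRAD. Among birds 21 to 50 they were −0.29, −0.84, −0.65, −0.32 and −0.35, with permutation p-values from 5.6e-04 for KLF2 to 0.0109 for JUN.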

None of the hypothalamic candidate genes was differentially expressed (Fig. S1).

**Figure 2:**
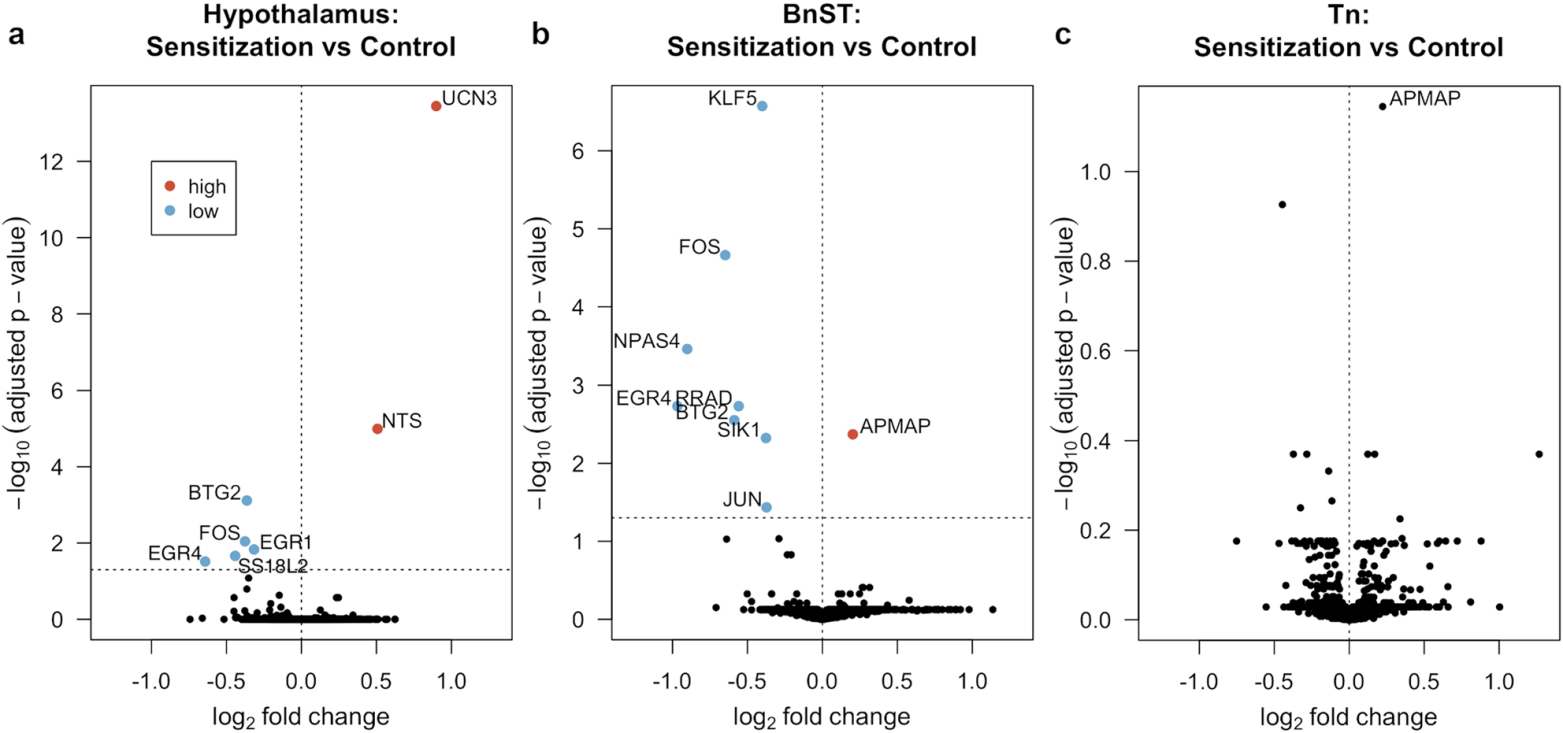
Volcano plots representing the log_2_ fold change against the corresponding – log_10_ p_adj_-value of all genes for each of the three brain regions studied: (**a**) hypothalamus, (**b**) BnSt, (**c**) Tn. Differentially expressed genes (p_adj_ < 0.05) are shown in red if they are up-regulated in the sensitization treated animals relative to control and in blue if they are down-regulated. Other genes are shown in black. The horizontal dotted line indicates the p_adj_-value cut-off, while the vertical dotted line marks the point for zero fold change differences. One down-regulated gene without annotation is not show for hypothalamus (see Supplementary Table S2 for complete list).

### Genes and pathways associated with the duration of brooding behaviour

The only brain region where genes showed a significant correlation with the duration of brooding behaviour was the hypothalamus. 

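The duration of brooding by each bird is not among the deposited labels, which instead give each bird a class of response. Among sensitized birds 17 are labelled R and 6 NR, read here as responders that brooded and non-responders that did not. Among control birds 5 are labelled S, read here as spontaneous brooding, and 17 NS. The paper counts 3 of 8 control males as brooding for at least a few seconds, whereas 1 is labelled S and 7 NS, so NS includes birds that brooded. The 3 birds labelled NA, 2 control females and 1 sensitized male, were left out. Gene expression of the 22 birds labelled R or S was compared with that of the 23 labelled NR or NS, a comparison that ignores how long a bird brooded. In the hypothalamus 9 of 14488 genes had an adjusted p under 0.05, 1 higher and 8 lower in birds labelled R or S, and 1444 had an unadjusted p under 0.05. In the BnST 0 of 14374 genes passed, with 525 at an unadjusted p under 0.05, and in the Tn 0 of 14291, with 552. With DESeq2, 20 genes passed in the hypothalamus and 1 in the BnST, and without the filter on low counts 10 passed in the hypothalamus and 1 each in the BnST and the Tn. Class and treatment overlap, since 17 of the 22 birds labelled R or S were sensitized. With treatment as a covariate 2 genes had an adjusted p under 0.05 in the hypothalamus, and with the number series 4 did, all of them among the 9. With the control males left out 8 genes passed, 7 of them among the 9.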

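Of the 9 genes that differed between brooding classes in the hypothalamus, 8 are named in Supplementary Tables S2 and S3, and these were lower in birds labelled R or S. FOS had a log2 fold change of −0.46 (standard error 0.07, adjusted p = 0.00130 from edgeR's quasi-likelihood test). EGR4 fell from 28.9 ± 8.84 CPM (mean ± SD, n = 23) in birds labelled NR or NS to 15.9 ± 6.11 CPM (n = 22) in the others (−0.87, adjusted p = 0.00130). BTG2 (−0.40) and NPAS4 (−0.76) both had an adjusted p of 0.00223. The adjusted p was 0.00737 for ST8SIA2 (ENSCJPG00005020407, −0.20), 0.0303 for EGR1 (−0.34) and the lncRNA ENSCJPG00005007063 (−0.37), and 0.0363 for RRAD (−0.43). The ninth gene, ENSCJPG00005008925, was higher in birds labelled R or S, at 28.5 ± 3.15 against 24.4 ± 2.64 CPM (0.23, adjusted p = 0.0363, 0.00566 to 0.197 under the alternatives). Birds 1 to 20 hold 12 birds labelled R or S and 5 labelled NR or NS, and birds 21 to 50 hold 10 and 18. The log2 difference of FOS was −0.33 in the former (exact permutation test, two-sided p = 0.0648) and −0.48 in the latter (permutation test, p = 3e-05). For EGR4 it was −0.59 (exact permutation test, p = 0.0684) and −0.81 (permutation test, p = 7e-05). For BTG2 it was −0.25 (exact permutation test, p = 0.0994) and −0.47 (permutation test, p = 3e-05), and for ENSCJPG00005008925 it was 0.21 in both (p = 0.00857 from the exact and 0.00666 from the other permutation test). FOS, BTG2, EGR4 and ST8SIA2 had an adjusted p under 0.05 with the series as a covariate, and ST8SIA2 and ENSCJPG00005008925 with treatment as a covariate.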

Twelve genes in this region were significantly correlated with brooding behaviour (Supplementary Table S3). 

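TOB1 (ENSCJPG00005021438) differed between brooding classes by −0.15 on the log2 scale in the hypothalamus (standard error 0.04, unadjusted p = 6.69e-04, adjusted p = 0.329 from edgeR's quasi-likelihood test). Its adjusted p ranged from 0.139 to 0.554 over 8 alternatives. Between treatments its log2 fold change was −0.15 in the hypothalamus (adjusted p = 0.576) and −0.16 in the BnST (adjusted p = 0.781). ST8SIA2, which differed by brooding class, had a log2 fold change between treatments of −0.06 in the hypothalamus (unadjusted p = 0.163) and −0.07 in the BnST (unadjusted p = 0.235). FOSB (ENSCJPG00005002598) and the lncRNA ENSCJPG00005002600 differed by brooding class by −0.50 and −0.47 (adjusted p = 0.181, 0.0469 to 0.441 under the alternatives, and 0.329, 0.139 to 0.662). Between treatments FOSB changed by −0.45 in the hypothalamus (adjusted p = 0.583) and −0.64 in the BnST (adjusted p = 0.298), and the lncRNA by −0.49 (adjusted p = 0.279) and −0.56 (adjusted p = 0.669). With 2 surrogate variables as covariates the adjusted p between treatments in the BnST was 0.00151 for FOSB, 0.00240 for TOB1 and 0.00462 for the lncRNA.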

With the exception of transducer of ERBB2, 1 (TOB1), a down-regulated gene, all other genes overlap with DEGs between treatments detected in the hypothalamus or BnST. Furthermore, DEGs that were up-regulated in animals in the sensitization treatment relative to control increase in expression as brooding duration increases (UCN3, Fig. 3) and down-regulated genes decrease in expression as brooding duration increases (e.g., FOS, Fig. 3; other down-regulated genes show the same pattern). 

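UCN3 was higher in the hypothalamus of birds labelled R or S, at 37.6 ± 13.4 CPM (mean ± SD, n = 22) against 24.8 ± 9.45 CPM (n = 23), a log2 fold change of 0.60 (standard error 0.15, unadjusted p = 1.61e-04, adjusted p = 0.167 from edgeR's quasi-likelihood test). The adjusted p ranged from 0.0324 with DESeq2, the only one of 8 alternatives below 0.05, to 0.701 with treatment as a covariate, under which the log2 fold change was 0.14. The log2 difference was 0.42 among birds 1 to 20 (12 against 5, exact permutation test, two-sided p = 0.122) and 0.79 among birds 21 to 50 (permutation test, p = 7.2e-04). Of the 21 genes of Supplementary Tables S2 and S3, 17 were lower and 4 higher in birds labelled R or S, and 17 had an adjusted p under 0.05 when adjusted over these genes alone. For FOS the log2 fold change with treatment as a covariate was −0.36 (adjusted p = 0.0944, the highest of a range that began at 7.09e-06 with DESeq2).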

No genes were correlated with aggressive events in any of the brain regions studied. 

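The interaction of the brooding class (R or S against NR or NS) with sex was tested on the 45 labelled birds. 14907 genes in the hypothalamus, 14821 genes in the BnST and 14787 genes in the Tn were tested, of which 0 had an adjusted p under 0.05 in any region and 856, 1292 and 411 had an unadjusted p under 0.05. The same 0 was found with limma-voom, without the filter on low counts and with the birds labelled NA counted as brooding. In the hypothalamus the difference between the sexes in the log2 fold change was −0.19 for UCN3 (standard error 0.29, unadjusted p = 0.521) and 0.12 for FOS (standard error 0.15, unadjusted p = 0.429). Only 1 control male is labelled S. Counts of aggressive events per bird were not used here.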

No interaction between brooding duration or aggressive events and sex was found. 

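For the interaction of the brooding class with treatment, 15264 genes in the hypothalamus, 15182 genes in the BnST and 15145 genes in the Tn were tested on the 45 labelled birds, among which the classes hold 17, 6, 5 and 17 birds (R, NR, S and NS). The number with an adjusted p under 0.05 was 0 in each region, and 1861, 643 and 816 genes had an unadjusted p under 0.05. Without the filter on low counts 2 genes passed in the hypothalamus. With the control males left out 0 passed in each region, and 3379, 489 and 1132 genes had an unadjusted p under 0.05. The controls labelled NS that remained all belong to the series 21 to 50. With the number series as a covariate, an alternative chosen after seeing the data, 0 passed and 1690, 540 and 918 had an unadjusted p under 0.05. In the hypothalamus the difference between treatments in the log2 fold change was 0.38 for UCN3 (standard error 0.24, unadjusted p = 0.110), −0.16 for FOS (0.16, p = 0.319) and −0.11 for NTS (p = 0.560). For NR4A3 (ENSCJPG00005007065) it was −0.63 (p = 0.00111), with an adjusted p of 0.360 over all genes and of 0.0234 over the 21 genes of Supplementary Tables S2 and S3.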

We also found no interaction between treatment and parental duration or treatment and aggressive events, indicating treatment did not affect the expression of genes related to either of these traits. In other words, genes that covary with parental duration are the same between birds in the sensitization treatment and birds in the control treatment and, therefore, the molecular mechanisms behind young-directed care provided spontaneously and care after undergoing the sensitization treatment appear to be similar.

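The classes were also compared within each treatment. Between responders (R, n = 17) and non-responders (NR, n = 6), 0 of 14853 genes in the hypothalamus, 14766 in the BnST and 14748 in the Tn had an adjusted p under 0.05 in edgeR's quasi-likelihood test, and 792, 447 and 552 had an unadjusted p under 0.05. With DESeq2 6 genes passed in the hypothalamus. With the number series as a covariate 2 passed there (ENSCJPG00005008467 and ENSCJPG00005000115), and 1233 had an unadjusted p under 0.05. Over the 21 genes of Supplementary Tables S2 and S3 alone, called by the paper in these birds, 12 had an adjusted p under 0.05 in the hypothalamus, and 5 did between controls labelled S and NS. In simulated comparisons of 17 birds against 6 the edgeR test recovered 76% of the changed genes. This was 91% of those changed by 1 log2 unit and 61% of those changed less. EGR1 (−0.39) and RRAD (−0.57) both had an adjusted p of 0.250, which ranged from 0.0190 to 0.595 for EGR1 and from 0.0190 to 0.638 for RRAD. The mean of the 11 immediate early genes, which the paper had picked in these same birds for lower expression after sensitization or with brooding, differed by −0.37 on the log2 scale (exact permutation test, two-sided p = 0.00136, adjusted p = 0.0136 over 40 tests), and among birds 21 to 50 by −0.40 (8 against 4, exact p = 0.0162, adjusted p = 0.0606). Among control birds, 1 of 14814 genes differed between birds labelled S (n = 5) and NS (n = 17) in the hypothalamus at an adjusted p under 0.05, and 2873 at an unadjusted p under 0.05. The number that passed was 2365 among females alone, where all NS birds belong to the series 21 to 50, 0 to 180 with each S bird left out in turn, and 0 with the number series as a covariate, an alternative chosen after seeing the data, with 1644 genes then at an unadjusted p under 0.05. The gene that passed, ENSCJPG00005009335, was at 2.29 ± 0.352 CPM in S and 4.57 ± 0.860 CPM in NS birds (−0.98, adjusted p = 0.0339, 0.00549 to 0.163 under the alternatives). FOS differed by −0.27 (adjusted p = 0.134, 0.0234 to 0.396) and BTG2 by −0.25 (adjusted p = 0.105, 0.0252 to 0.388). The mean of the immediate early genes differed by −0.19 (exact permutation test, p = 0.0375, adjusted p = 0.107), and among birds 21 to 50 by −0.37 (2 against 14, exact p = 0.0167, adjusted p = 0.0606). In birds 1 to 20, compared after seeing the data, the mean differed between R and NR by −0.22 (9 against 2, exact p = 0.146) and between S and NS by −0.03 (3 against 3, exact p = 0.8). Between responders and controls labelled S this mean differed by −0.30 (17 against 5, exact permutation test, p = 0.00946, adjusted p = 0.0473). The difference was −0.49 in birds 1 to 20, also compared after seeing the data (9 against 3, exact p = 0.00455, adjusted p = 0.0455 over 20 tests), and −0.05 in birds 21 to 50 (8 against 2, exact p = 0.756). From the absence of an interaction between treatment and brooding duration, the paper proposes that spontaneous care and care after sensitization rest on similar molecular mechanisms.

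**Figure D1:**
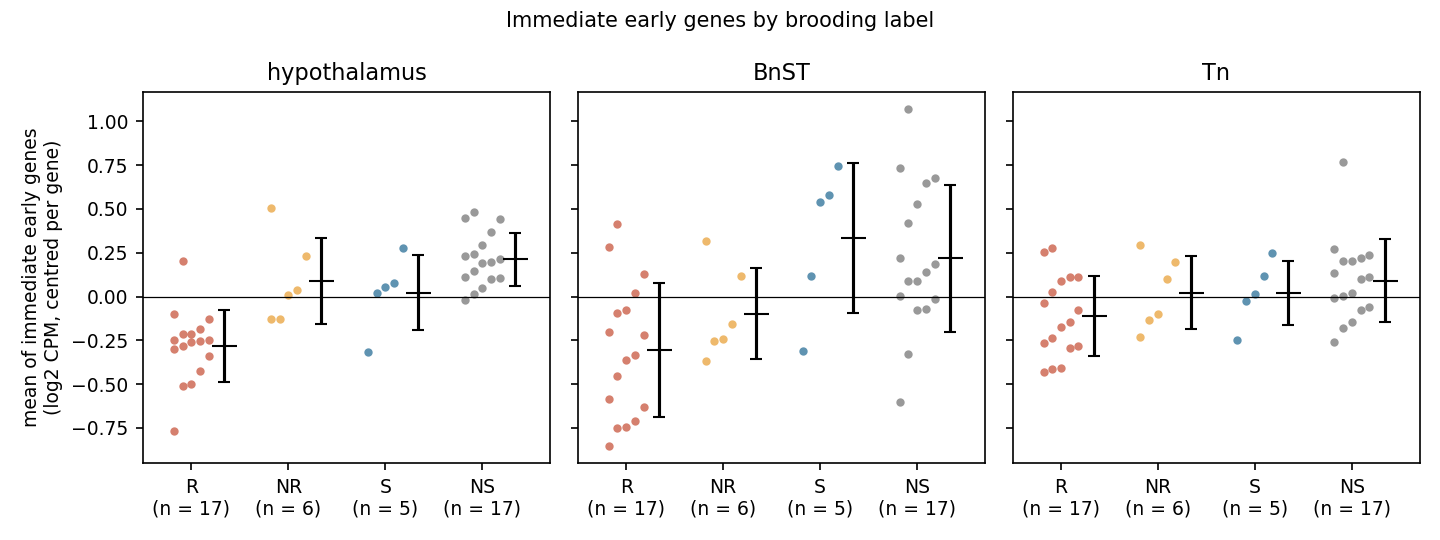
Mean expression of the immediate early genes by class of response in the hypothalamus, BnST and Tn. Each point is 1 bird, and the bars give the mean ± SD.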

**Figure 3:**
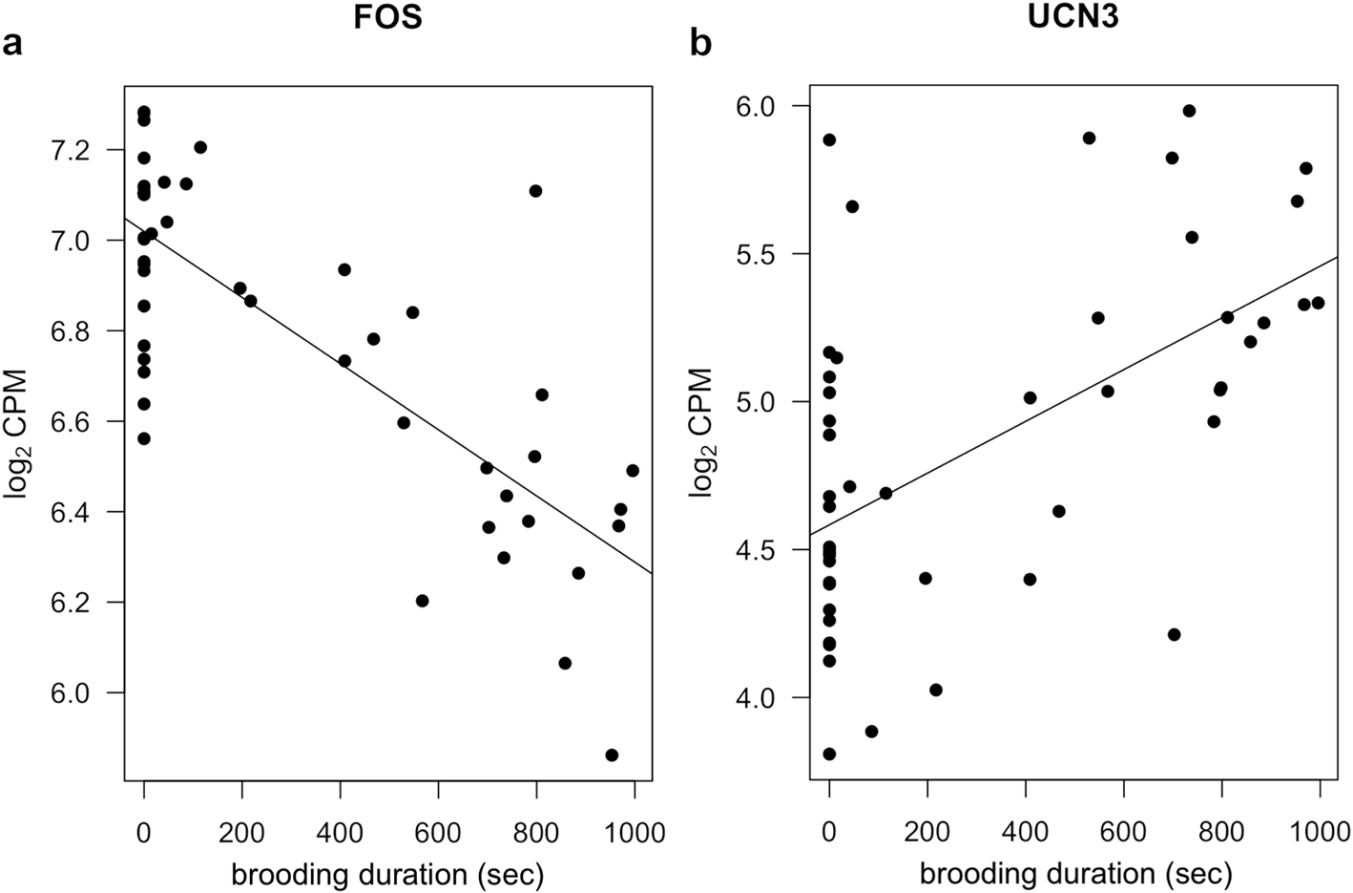
Regression lines representing the relationship between brooding duration (seconds) and FOS expression (**a**) or UCN3 expression (**b**). Statistical details for all genes that covary with brooding duration can be found in Supplementary Table S3.

To gain further insight into what pathways might be involved in brooding behaviour, we used GO enrichment analysis and KEGG pathway enrichment analysis (summary of results in Table 1; full results in Supplementary Tables S4 and S5). The GO enrichment analysis of DEGs that negatively covary with brooding behaviour revealed enrichment in several GO categories related with transcriptional regulation (most significant terms across all three GO categories), response to hormones (examples of terms with non-redundant gene combinations: response to corticosterone, response to steroid hormone, response to progesterone, cellular response to hormone steroid stimulus, response to peptide hormone) and with learning or memory (Supplementary Table S4). In terms of genes that were either up-regulated by the sensitization treatment (UCN3 and NTS) or that positively covaried with brooding duration (UCN3), enriched GO terms were related to neuropeptide hormone activity (MF category) and with axon terminus and extracellular region (CC category).

**Table 1:**
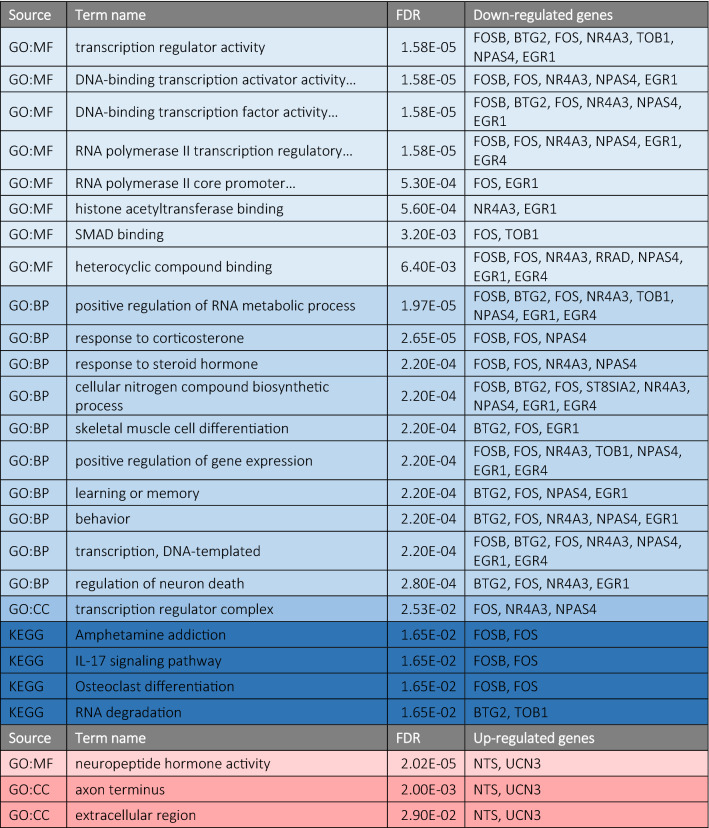
Significantly enriched GO terms and KEGG pathways associated with down- or up-regulated genes in the hypothalamus. Only top 10 terms per category are shown. For MF and BP, filtering of terms for redundancy of enriched genes was done (maximum Jaccard similarity of 1 allowed). Several term names are cropped for space (see Supplementary Tables S4 and S5 for full list of unfiltered terms and complete term names). *MF* molecular function, *BP* biological process, *CC* cellular component.

In order to understand how the protein products of the DEGs may interact, if at all, we produced a protein–protein interaction network using the StringApp plugin within Cytoscape. The network produced showed that the majority of down-regulated genes interacted with one another and that NTS may interact with FOS (Fig. 4). The PPI enrichment p-value for this set of proteins is 1 × 10^–16^, indicating a larger degree of interaction among these proteins than would be expected by chance.

**Figure 4:**
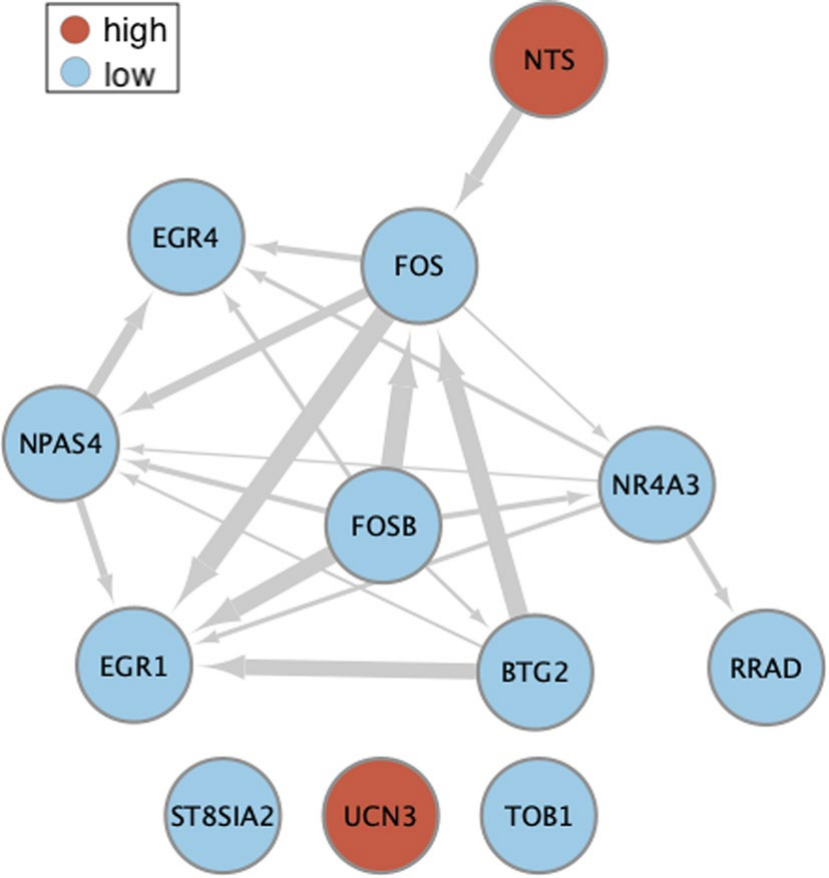
Protein–protein interaction network produced with STRING. Nodes with blue colours have lower expression in animals showing increased parental behaviours. Nodes with red colours have higher expression in animals in the sensitization treatment (both NTS and UCN3) or in animals showing increased parental behaviours (UCN3 only). The width of the edges (arrows) corresponds to the stringdb score, which measures how likely the interactions between two given proteins are to be true given the available evidence. In our network, we only show edges with medium (0.4) or better confidence.

## Discussion

The neural mechanisms mediating parental care remain poorly understood. We took advantage of a domesticated species, the Japanese quail, for which parental behaviour towards chicks does not tend to occur spontaneously in captivity. Parental behaviour in these animals can be induced through a sensitization procedure, but the process is not 100% effective. Using the variation in parental responses, we asked what neural molecular mechanisms: (a) are altered upon sensitization treatment, (b) correlate with the amount of parental response shown, and (c) differ between care shown after the sensitization procedure relative to care shown in the absence of this procedure (spontaneous care). Out of the three brain regions studied, the only one where gene expression patterns correlated with the duration of brooding behaviour was the hypothalamus. Our unbiased transcriptomic approach identified two genes in this region, neurotensin and urocortin 3, that were previously only demonstrated to be causally associated with young-directed care and young-directed aggression in mammals. Transcriptomic studies focused on animals that fail to show parental care under care-promoting circumstances, or studies on those animals that show care unprompted provide great opportunities to understand the neural basis of variation in parental care.

By comparing the neural transcriptomic responses of adult quail that had undergone a sensitization procedure to those that did not undergo this process, we were able to identify genes that may be involved in activating avian parental care. 

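In the hypothalamus NTS was at 92.0 ± 19.2 CPM (mean ± SD, n = 11) in sensitized females and 61.1 ± 12.0 CPM (n = 16) in control females, a log2 difference of 0.59 (permutation test, two-sided p = 2e-05). In males it was at 86.4 ± 19.5 CPM (n = 13) after sensitization and 65.3 ± 15.3 CPM (n = 8) in control, a log2 difference of 0.41 (exact permutation test, two-sided p = 0.00967). All 11 sensitized females and all 13 sensitized males lay above the control median of their sex. The interaction of sex with treatment was −0.19 for NTS (standard error 0.17, unadjusted p = 0.277).

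**Figure D2:**
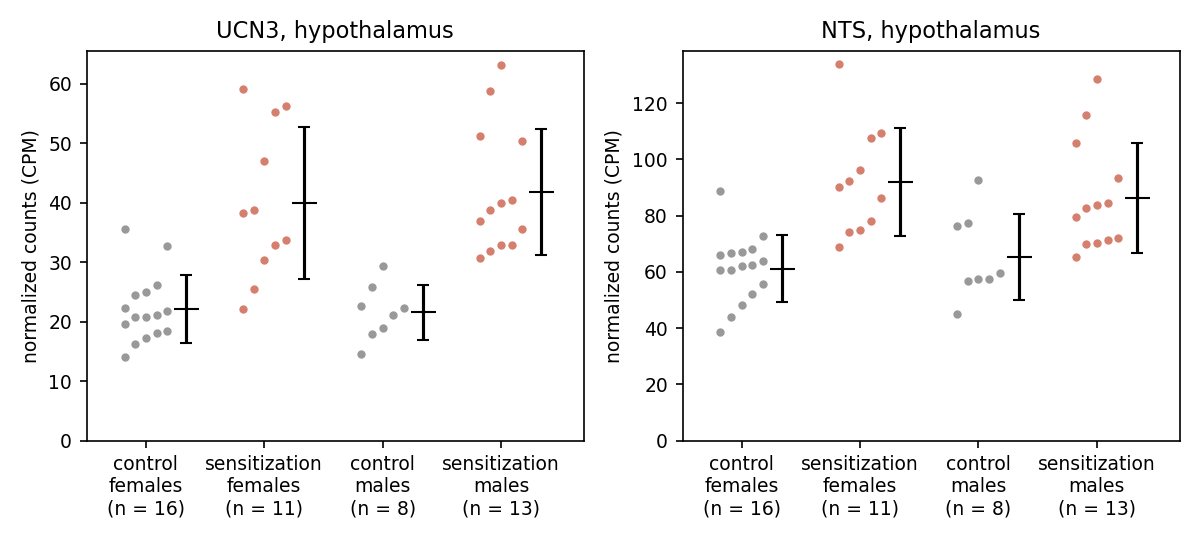
Normalized counts (CPM) of UCN3 and NTS in the hypothalamus by treatment and sex. Each point is 1 bird, and the bars give the mean ± SD; all sensitized birds of each sex lie above the control median of that sex.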

One of those genes, neurotensin, was expressed at higher levels in the hypothalamus of both females and males after sensitization treatment. This finding is significant given that neurotensin levels in the hypothalamus of postpartum female mice were also observed to be elevated relative to that of virgin mice^39^. Neurotensin gene expression was also recently shown to be elevated in the preoptic area of males of one species of poison frog (*Dendrobates tinctorius*) when performing parental care relative to males not performing care^40^. Furthermore, intracerebroventricular injections of neurotensin significantly decreased maternal aggression in female mice^41^ (presumably via its action on the lateral septum, where neurotensin naturally decreases postpartum^39^), indicating that neurotensin participates in at least one component of maternal responses in rodents. Previously, the only reports of behavioural effects of neurotensin on birds suggested a possible relationship between neurotensin expression in the medial preoptic nucleus (POM) and non-vocal courtship behaviour and agonistic behaviour in male European starlings (*Sturnus vulgaris*)^42^. Interestingly, that study also reported that male starlings that had acquired a nest box also had higher neurotensin expression in the POM relative to males that did not acquire boxes and the measures of non-vocal courtship behaviour were mostly related to nest building (e.g., such as number of times entering or landing on the nest and gathering nesting material). European starlings show biparental care and the increase in neurotensin in a hypothalamic nucleus in that study could have been related to nest-building activity, which, for many species, is a component of parental behaviour.

Out of the hormones associated with avian parental care to date, prolactin is by far the one that has received the most attention^9^. In precocial avian species, as is the case with Japanese quail, prolactin tends to be elevated in females during the incubation period and to decline when chicks hatch^8^. Exposure to prolactin maybe therefore be needed to promote young-directed care. Prolactin release is known to be under the control of dopamine, which can have both inhibitory and stimulatory effects depending on the dopamine receptor subtype it acts on^9^. Neurotensin is capable of enhancing dopamine release^43^ and could, in this way, impact parental behaviour by playing a role in controlling prolactin secretion. Neurotensin could also affect care through its involvement in reward processing^44^.

Galanin is a neuropeptide that has emerged as an important regulator of parental behaviour^34^. It is interesting to note that neurotensin neurons in the medial preoptic area of the hypothalamus overlap with galanin neurons in this region^45^. This overlap may be suggestive of overlapping functions for the neurotensin neurons. While differences in galanin expression between treatments were not significant in our study, a trend towards increased expression of galanin in the hypothalamus after sensitization treatment can be seen (Fig. S1). A recent study that examined neurogenomic responses in paternal sticklebacks (*Gasterosteus aculeatus*) across several stages of care found that galanin, for example, was elevated in early stages (prior to hatching) but no different from controls once all eggs had hatched^46^, highlighting that the role of different neuromodulators changes with the stage of care. Galanin may therefore be more important at a different stage of parental care in birds. Additionally, it is possible that a study of more targeted hypothalamic nuclei, as opposed to the entire hypothalamus, would have allowed us to detect larger differences in expression between the treatments. It is also important to highlight that whereas neurotensin was elevated in birds exposed to the sensitization treatment, it did not covary with the extent of parental behaviour shown. Accordingly, further studies will therefore be needed to understand whether neurotensin participates only in switching on parental behaviours (as is indicated by our study) or whether it is needed for the maintenance of those behaviours.

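In the hypothalamus NTS was at 87.4 ± 18.3 CPM (mean ± SD, n = 17) in responders and 88.8 ± 21.4 CPM (n = 6) in non-responders, a log2 difference of −0.02 (exact permutation test, two-sided p = 0.893, and among birds 21 to 50 0.13, exact p = 0.481; among birds 1 to 20, compared after seeing the data, −0.06, exact p = 0.6). It was at 64.9 ± 9.06 CPM (n = 5) in controls labelled S and 61.4 ± 12.4 CPM (n = 17) in those labelled NS, a log2 difference of 0.10 (exact permutation test, p = 0.503). Non-responders lay above controls labelled NS by 0.53 (exact permutation test, p = 9.31e-04, adjusted p = 0.0136 over 40 tests), and among birds 21 to 50 by 0.59 (4 against 14, exact p = 0.00588, adjusted p = 0.0375). After seeing the data it was also computed among birds 1 to 20, at 0.43 (2 against 3, exact p = 0.1). In edgeR's test over all genes it had an adjusted p of 1, and of 0.693 to 1 under the alternatives. Over all birds labelled R or S against those labelled NR or NS the log2 fold change was 0.26 (standard error 0.10, unadjusted p = 0.0128, adjusted p = 0.403 from edgeR's quasi-likelihood test).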

The nonapeptides oxytocin and vasopressin have been implicated in the regulation of social bonding and maternal care in mammals^1^. In birds, two studies (one in female turkeys, *Meleagris gallopavo*^12^ and one in female Native Thai chickens, *Gallus domesticus*^13^) focused specifically on the transitions from egg-laying to incubation and from incubation to brooding behaviour, showed similar patterns in terms of number of neurons producing mesotocin (the avian homologue to oxytocin). Both studies found that the number of mesotocin-immunoreactive neurons was higher in specific hypothalamic nuclei of incubating than of non-incubating laying hens. While in the first chicken study no major differences in mesotocin-immunoreactive neurons between incubating and chick-brooding hens was detected, a subsequent study on the same species found that hens that had been incubating eggs and had their eggs swapped by chicks, had higher numbers of neurons showing mesotocin-immunoreactivity than hens that continued incubating eggs and received no chicks^14^. Combined, these studies suggest that mesotocin is important for transitions between parental care stages in some bird species. As we did not detect differences in mesotocin in our study, it may be that animals need to be actively laying or incubating eggs to express these changes in mesotocin. It will be interesting for future studies to explore these relationships further to understand the precise roles played by mesotocin in avian parental care behaviours.

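UCN3 was at 40.0 ± 12.8 CPM (mean ± SD, n = 11) in the hypothalamus of sensitized females and 22.2 ± 5.69 CPM (n = 16) in control females, a log2 difference of 0.82 (permutation test, two-sided p = 6e-05). In males it was at 41.8 ± 10.7 CPM (n = 13) after sensitization and 21.6 ± 4.63 CPM (n = 8) in control, a log2 difference of 0.94 (exact permutation test, two-sided p = 4.91e-06), and all 13 sensitized males lay above the highest control male. The interaction of sex with treatment was 0.10 for UCN3 (standard error 0.22, unadjusted p = 0.651). In the Tn the median count of UCN3 was 3.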

The only other gene that was upregulated in the hypothalamus following the sensitization procedure was urocortin 3. Urocortin 3 was also the only gene in the hypothalamus to be positively correlated with brooding duration. 

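Responders expressed UCN3 in the hypothalamus at 42.7 ± 10.5 CPM (mean ± SD, n = 17) and non-responders at 34.4 ± 13.0 CPM (n = 6), a log2 difference of 0.34 (exact permutation test, two-sided p = 0.0702, and among birds 21 to 50 0.56, exact p = 0.0667, adjusted p = 0.156). In birds 1 to 20, compared after seeing the data, it was 0.15 (9 against 2, exact p = 0.436). Among the non-responders bird 47, of the series 21 to 50, stood apart, at 58.8 CPM against a group median of 32.3 CPM. Controls labelled S were at 20.3 ± 3.14 CPM (n = 5) and those labelled NS at 21.5 ± 4.85 CPM (n = 17), a log2 difference of −0.06 (exact permutation test, p = 0.688). Non-responders lay above controls labelled NS by 0.64 (exact permutation test, p = 0.00107, adjusted p = 0.0136 over 40 tests), and among birds 21 to 50 by 0.59 (4 against 14, exact p = 0.0154, adjusted p = 0.0606). The series 1 to 20, compared after seeing the data, gave 0.84 (2 against 3, exact p = 0.1). Over all genes edgeR's test gave this difference between classes an adjusted p of 1, and of 0.759 to 1 under the alternatives. All 17 responders lay above the highest control labelled S, with a log2 difference of 1.05 (exact permutation test, p = 3.80e-05).

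**Figure D3:**
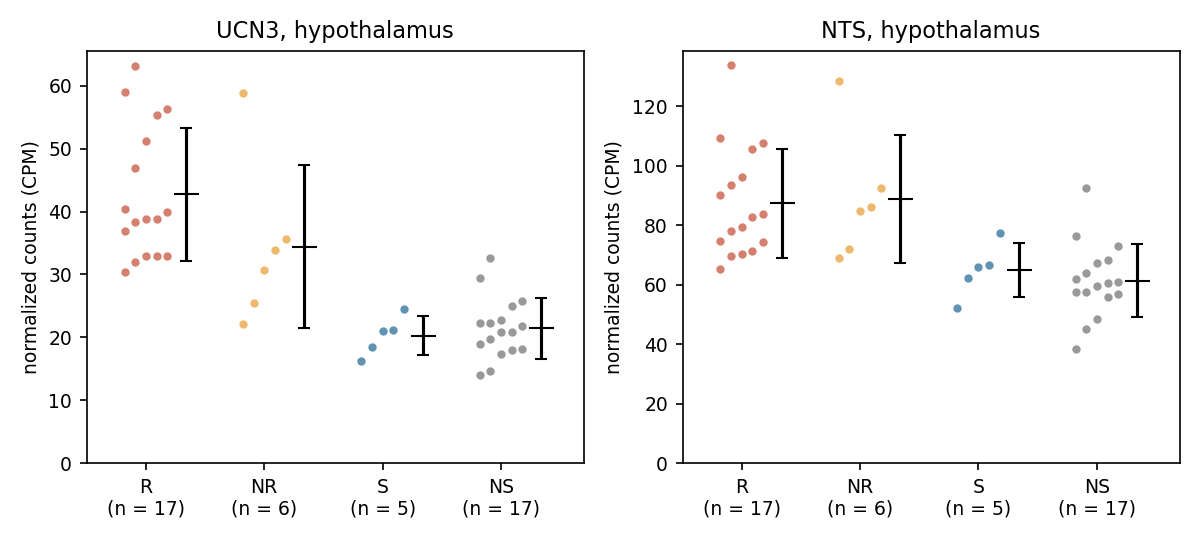
Normalized counts (CPM) of UCN3 and NTS in the hypothalamus by class of response (R and NR, sensitized birds; S and NS, controls). Each point is 1 bird, and the bars give the mean ± SD.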

In rodents, central administration or overexpression of urocortin 3 increases stress-induced anxiety and suppresses ingestive behaviour^47,48^. We are only aware of two reports relating urocortin 3 to young-directed parental care. One is the poison frog study mentioned earlier^40^ where urocortin 3 was upregulated in the preoptic area of frogs performing parental care relative to non-parental ones. The other one revealed that urocortin 3 expressing neurons in the perifornical area of the hypothalamus are activated specifically during infant-directed aggression in both male and female mice and that optogenetic activation of these neurons triggers infant-directed aggression and neglect^49^. While aggression levels were not significantly different between our two treatments, they tended to be reduced after sensitization treatment. Furthermore, urocortin 3 expression did not covary with aggressive behaviour in our study. Rather than affecting infant-directed aggression in our system, urocortin 3 may serve different functions that support parental care, such as altered feeding patterns^50,51^. Interestingly, recent work proposes that molecules related to feeding behaviour may also be involved in complex social behaviours, such as parental care^52,53^.

In the BnST only one gene was up-regulated in animals exposed to the sensitization procedure: APMAP. This was also the only gene up-regulated in the Tn if we consider a p_adj_ < 0.1 cut-off. The protein encoded by APMAP is important for white adipose tissue differentiation^54^ and little is known regarding it’s neurobiological functions, except that is may be involved in suppressing amyloid-beta formation in brain^55^. The connection to parental care, if any, is unknown.

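In the Tn, FOS had a log2 fold change between treatments of −0.22 (standard error 0.09, unadjusted p = 0.0201, adjusted p = 0.939 from edgeR's quasi-likelihood test). BTG2 passed the threshold in the Tn with 2 surrogate variables as covariates (−0.30, adjusted p = 0.00809), and under no other setting. The treatment effect in the Tn minus that in the BnST was 0.75 for EGR4, 0.43 for FOS and 0.45 for BTG2, each with an adjusted p of 0.0280 over the 21 genes of Supplementary Tables S2 and S3 and of 1 over all genes. In all, 7 of the 21 genes had an adjusted p under 0.05 for this difference. The paper had called the 21 on these same counts for effects in the hypothalamus or BnST, which favours a smaller effect in the Tn. Among the 7 is UCN3, whose unadjusted p was 0.614 without bird 26, left out in both regions after seeing the data. Libraries of the same bird in the BnST and the Tn deviated from their region's mean in a correlated way across genes (mean r = 0.415, against −0.0088 for different birds; genes are not independent replicates). With the bird as a replicate block, 10 of the 21 genes passed, and over all genes 0 passed, as without the block, with 450 against 253 genes at an unadjusted p under 0.05. Between responders and non-responders the mean of the immediate early genes in the Tn differed by −0.13 (17 against 6, exact permutation test, two-sided p = 0.225).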

As no significant differences in gene expression were found between treatments in the Tn and no genes in this region showed covariation with brooding behaviour, this region is likely less critically important during the onset or production of chick brooding behaviour in birds.

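The paper names 11 genes as immediate early genes, from among those it had found lower on these same counts after sensitization or with brooding. Their direction in the hypothalamus and BnST was therefore largely fixed by how they were chosen. In the hypothalamus 11 of them and in the BnST 11 had lower expression after sensitization, in every alternative run (10 and 11 respectively). In the Tn 10 of the 11 were lower, EGR1 being the exception at 0.02, and 10 to 11 were lower over the alternatives. The median log2 fold change of the 11 genes was −0.35 in the hypothalamus, with a range from −0.64 to −0.12. It was −0.40 in the BnST, from −0.97 to −0.16, and −0.14 in the Tn, from −0.29 to 0.02. The genes are not independent replicates.

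**Figure D4:**
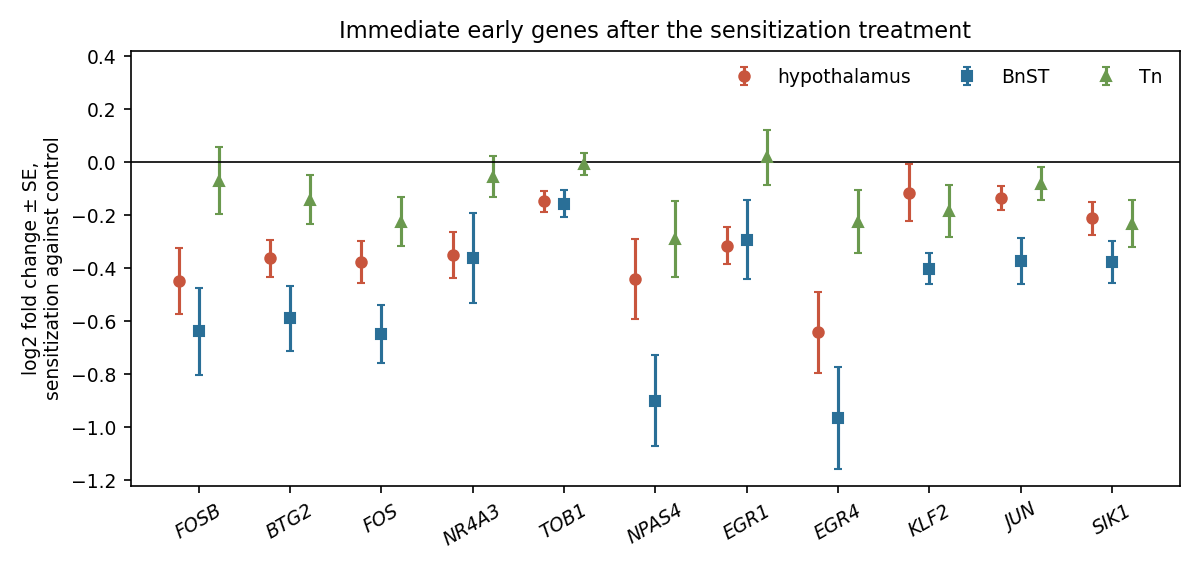
Log2 fold change (sensitization against control) of the 11 immediate early genes in the hypothalamus, BnST and Tn. Points give the estimate and lines its standard error. All points but that of EGR1 in the Tn lie below 0. The genes had been chosen by the paper for lower expression in these birds.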

Most of the differentially expressed genes that were down-regulated in the hypothalamus and BnST in animals that underwent the sensitization procedure, as well as those genes that negatively covaried with the expression of brooding behaviour, are considered immediate early genes^56^ and are involved in regulation of transcription (FOSB, BTG2, FOS, NR4A3, TOB1, NPAS4, EGR1, EGR4, KLF2, JUN, SIK1) and in response to hormones (FOSB, FOS, NR4A3, NPAS4, JUN, SIK1). Very similar changes in immediate early gene expression patterns were found in several brain regions (including the hypothalamus; the BnST was not included in that study) in female mice, whereby immediate early gene expression was decreased in females during pregnancy and postpartum relative to virgin females^57^. It is important to note that, in both this postpartum mouse study and in our study, the entire hypothalamus was tested, so the precise hypothalamic nuclei showing differences in immediate early gene expression in these studies are not known. Specific forebrain regions (not examined as part of our study) show strong immediate early gene responses to imprinted and to experience-independent auditory stimuli (reviewed in^58^). It will be interesting for future studies to examine how the vocalizations emitted by chicks overnight produce immediate early gene expression responses in those brain regions in birds that undergo the sensitization treatment.

One of the top enriched pathways highlighted through enrichment analysis was for response to corticosterone. Corticosterone is one of the main hormones involved in the response to stress in birds^59^. Data from a separate study on these birds showed that there were no differences between treatments in terms of serum corticosterone levels after the birds had been exposed to the novel chicks^18^. One possibility is that the way in which the hypothalamus and BnST respond to corticosterone changes in parental animals. Prolactin, for instance, has been implicated in the modulation of the stress response^60^. Reduced stress responsiveness may facilitate the acceptance of hatchlings in natural settings, which may otherwise be perceived as intruders. Alternatively, it is possible that the pathways highlighted reflect altered responsiveness to other hormones or peptides. For example, while central injection of neurotensin can increase c-Fos immunoreactivity in several brain nuclei (including hypothalamic nuclei) in non-parental rats^61^, two studies that compared immediate early gene responses to neurotensin administration in maternal versus virgin female mice found a general decrease in reactivity (decreased Egr-1 and c-Fos production) in maternal females^62,63^.

A previous study in female Japanese quail found that sensitized maternal females had increased c-Fos immunoreactivity in the BnST relative to sensitized non-maternal females^22^. This appears to be in contrast with our finding of higher FOS expression in the control relative to the sensitization treatment in this brain region. This difference may be related to the time point of parental care being studied and details of each study. 

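In the BnST FOS was at 141 ± 35.3 CPM (mean ± SD, n = 24) in the sensitization treatment and 221 ± 66.5 CPM (n = 24) in control, and 2 of 24 sensitized birds lay above the control median. By class of response it was at 134 ± 35.2 CPM (n = 17) in responders, 163 ± 30.8 CPM (n = 6) in non-responders, 230 ± 77.0 CPM (n = 5) in controls labelled S and 218 ± 68.6 CPM (n = 17) in controls labelled NS. Responders and non-responders differed by −0.28 on the log2 scale (adjusted p = 0.996 from edgeR's quasi-likelihood test, 0.798 to 1.00 under the alternatives). The mean of the 11 immediate early genes in the BnST differed between responders and controls labelled S by −0.64 (exact permutation test, two-sided p = 0.00437, adjusted p = 0.0349 over 40 tests), and between responders and non-responders by −0.21 (exact permutation test, p = 0.234, adjusted p = 0.375). Among birds 21 to 50 these differences were −0.67 (8 against 2, exact p = 0.0667, adjusted p = 0.156) and −0.43 (8 against 4, exact p = 0.0404, adjusted p = 0.108). In the series 1 to 20, compared after seeing the data, they were −0.58 (9 against 3, exact p = 0.05) and 0.08 (9 against 2, exact p = 0.782). The paper had chosen these genes in the same birds.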

In their study, the sensitization treatment consisted of exposure to chicks for 20 min periods over 5 consecutive days. The study of immediate early gene immunoreactivity was only done after the 5th day. Also, on the 5th day, after being allowed to interact with the chicks for 20 min, females were separated from the test chicks for 1 h prior to brain collection. These two major differences alone could result in different outcomes in our studies. The Ruscio and Adkins-Regan^22^ study may be quantifying parental behaviour after it has been established, while our study reflects the onset of parental behaviour. Additionally, as c-Fos protein can be detected at 20–90 min after the stimulus^64^, the separation from the chicks for 1 h prior to sample collection could have reflected responses related to maternal separation rather than maternal behaviour.

Our study indicates that both sexes possess the neural circuitry needed to produce brooding behaviour and that the changes in gene expression associated with this behaviour do not differ per sex. It is, however, important to note that our study was done under a background of low levels of gonadal hormones (short photoperiod), which may make males and females less different. In addition, the use of a short photoperiod may not reveal additional neural changes that facilitate parental behaviour that would be observed under long photoperiods. It will therefore be interesting in future studies to assess how the photoperiod affects genomic responses associated with parental care behaviour and whether it introduces differences between the sexes. 

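The interaction of sex with treatment on FOS was −0.02 on the log2 scale in the hypothalamus (unadjusted p = 0.923 from edgeR's quasi-likelihood test) and 0.21 in the BnST (unadjusted p = 0.363). Of the 21 genes of Supplementary Tables S2 and S3, 0 had an adjusted p under 0.05 for this interaction in any region when adjusted over these genes alone, and the same number held for the interaction of brooding class with sex.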

Finally, given that the current study was performed in domesticated captive birds, it will also be important for studies of wild animals under natural environments to address what additional gene expression changes occur that may be involved in avian post-hatch care under those more complex settings.

## Conclusion

Recent studies have used transcriptomic approaches to compare gene expression in specific brain areas as female birds transition from territorial defence to egg incubation^15^, or from egg-laying to incubation behaviour^16^. Still, the range of neural mechanisms involved in post-hatching care in birds less understood. Our findings revealed new potential modulators of avian young-directed parental care, which deserve to be examined through further mechanistic studies and explored in other bird species and other taxonomic groups. Particularly exciting are neurotensin and urocortin 3, which potentially show conserved roles in parental care in mammals, amphibians, and birds, but are extremely under-explored in the context of parental behaviour. Natural variation in avian parental behaviour in response to young extends from abandoning the nest to alloparenting or even adoption of non-offspring deposited by brood parasites. The genes found to be associated with the onset of parental care and with variation in young-directed care in our study serve as a foundation for future studies aimed at investigating the neural underpinnings of variation in parental care within and across species.

## Supplementary Information

Supplementary Information.

## Data Availability

RNA-seq mapping statistics, lists of DEGs and lists of enrichment terms have been uploaded as part of the supplementary material. Sequencing datasets generated and analysed during the current study are deposited in the NCBI Gene Expression Omnibus (GEO) repository, with record GSE162378 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE162378).

How the deposited data were processed for this re-analysis (not part of the article)

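RNA from the hypothalamus, the BnST and the Tn of 48 adult quail (24 in the sensitization treatment and 24 controls) was sequenced, giving 144 libraries. The authors trimmed and filtered the reads, mapped them with HISAT2 to the Ensembl quail genome, counted them per gene with HTSeq and deposited raw counts, without normalization, in 1 table with a column per library. The versions of these tools and the strand setting are not stated in the paper's text. The table lists 21561 genes by Ensembl identifier. Names were taken from Supplementary Tables S2 and S3, which pair 21 identifiers with a name or description. Other genes are given by identifier, and candidate genes that the paper names without an identifier were not analysed here.

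Total counts per library ranged from 9664414 to 19640873, with a median of 12636688, and on average 85.3% of reads had mapped. Precision between birds was taken from the spread of the replicates and not from counting error. No pair of libraries of a region was a duplicate among the 1128 pairs checked in each.

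Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and sva 3.50.0, and figures were drawn in Python 3.11.15 with matplotlib 3.10.9. Each comparison used TMM normalization, filterByExpr with a minimum count of 10 and a minimum total count of 15, a robust quasi-likelihood fit and the quasi-likelihood F test, with Benjamini-Hochberg adjustment and a threshold of 0.05. Standard errors of edgeR's log2 fold changes were computed as the absolute log2 fold change divided by the square root of F. Log2 values per bird used a prior count of 2. Single values were compared by exact permutation tests where a group held fewer than 10 birds and otherwise by permutation tests with 1e+05 resamples, all two-sided. The whole procedure was tested on simulated data in which 200 genes were changed.

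Treatment was compared in each region, with its interactions with sex and with region. Response classes in the labels stood in for brooding duration, which is not among the labels. Birds labelled R (17) or S (5) were compared with birds labelled NR (6) or NS (17), alone and in interaction with treatment and with sex, and also within each treatment. The labels come without a key. R and NR were read as sensitized birds with and without brooding, as the paper also counts 6 sensitized birds that showed no brooding. S was read as spontaneous brooding, but 1 control male and 4 control females are labelled S where the paper counts 3 and 6 as brooding, so at least 2 males labelled NS brooded. The 3 birds labelled NA were left out, and aggression was not analysed here. Genes were named by a rule: every gene that the paper names from these data in its text or in Supplementary Tables S2 and S3, and up to 5 further genes past the threshold in each comparison, those with the smallest p. The comparisons, this rule and 125 of the 136 alternatives were set before the data were examined. The alternatives covered the test (DESeq2's likelihood ratio test, limma-voom), size factors, the filter on low counts, covariates (sex, number series, mapping rate, treatment, surrogate variables), the birds included and the bird as a replicate block. Bird 49 left out, bird 17 counted as female and the number series as a covariate in 4 comparisons were chosen after seeing the data.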

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

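The tests of the number series for ENSCJPG00005008925 and ENSCJPG00005009335 and those of low counts of UCN3 in the Tn and of leaving out bird 26 for it were chosen only after the result was seen.

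Bird 47, a sensitized male labelled NR, had 58.8 CPM of UCN3 in the hypothalamus against a median of 32.3 CPM in the 6 NR birds. Its gap to the nearest bird was 0.633 of the group's range. This was 1 of 22 groups tested, and chance gives 1.1. The total count of this library ranked 22 from the lowest of 48, so low depth was not seen. No biological explanation was tested.

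The effect of treatment on EGR4, FOS, BTG2, FOSB, JUN and NPAS4 differed between the BnST and the Tn, by 0.75, 0.43, 0.45, 0.57, 0.30 and 0.61 (Tn minus BnST), each with an adjusted p of 0.0280 over the 21 genes of Supplementary Tables S2 and S3. Over all genes the adjusted p was 1 for each, and 0 genes passed, with 253 at an unadjusted p under 0.05. Of the splits of the birds, 55 of 100 (the real one included) gave at least as many genes at an unadjusted p under 0.05. That number therefore cannot be told from chance. The splits used the fit without a block for the bird, and do not bear on the count with such a block. Without bird 49 the largest unadjusted p of the 6 was 0.0100, and with the number series and its interaction with region it was 0.0119. With the bird as a replicate block, which the correlation between libraries of the same bird (mean r 0.415 across genes, which are not independent replicates) called for, 10 of the 21 genes passed against 7 without it, and 0 of all genes. The paper had called the 21 genes on these same counts for effects in the hypothalamus or BnST, which favours a smaller effect in the Tn. A smaller response of these genes in the Tn remains a hypothesis, found and tested on the same data.

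The effect of treatment on NTS differed by −0.38 on the log2 scale (Tn minus hypothalamus, unadjusted p = 0.00267, adjusted p = 0.0352 over the 21 genes and 1 over all). Over all genes 0 passed, with 290 at an unadjusted p under 0.05, and 49 of 100 splits of the birds gave at least as many of the latter. With the number series and its interaction with region the unadjusted p was 0.00154. With the bird as a replicate block (same-bird mean r 0.461) the adjusted p over the 21 genes was 0.0380. The block took the number of these genes with an adjusted p under 0.05 from 2 to 9 (NR4A3, EGR4, FOSB, NTS, TOB1, ENSCJPG00005007063, EGR1, APMAP and ENSCJPG00005002600), and a random block in limma-voom to 5.

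The effect of treatment on UCN3 in the Tn differed from that in the hypothalamus by 1.69 (adjusted p = 0.0352 over the 21 genes) and from that in the BnST by 1.88 (0.0420). The median count of UCN3 in the Tn libraries was 3. The Tn library of bird 26, a sensitized female, had 335 counts (20.4 CPM against 3.15 for the next library). Without that bird the unadjusted p was 0.642 against the hypothalamus and 0.614 against the BnST, so the difference rests on 1 bird, and with the bird as a replicate block (same-bird mean r 0.461) the adjusted p over the 21 genes was 0.412.

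ENSCJPG00005008925, which the paper does not report, was higher in the hypothalamus of birds labelled R or S (0.23, adjusted p = 0.0363, 0.00566 to 0.197 under the alternatives, under 0.05 in 5 of 8). 11 of 12 such birds in the series 1 to 20 and 9 of 10 in the series 21 to 50 lay above the median of the others. With the number series as a covariate the unadjusted p was 1.23e-04, and the adjusted p 0.197. The association with brooding is a hypothesis, and other technical explanations were not tested.

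ENSCJPG00005009335, which the paper does not report, was lower in controls labelled S than in those labelled NS (−0.98, 5 against 17 birds, adjusted p = 0.0339, 0.00549 to 0.163 under the alternatives, under 0.05 in 2 of 10). Of the splits of these birds, 8 of 100 gave at least 1 gene. It was expressed at 2.29 ± 0.352 CPM in the former and 4.57 ± 0.860 CPM in the latter. With the number series as a covariate the unadjusted p was 1.54e-05 and the adjusted p 0.163.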

How the results depend on the processing

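The number series as a covariate for spontaneous brooding, bird 49 left out and bird 17 counted as female were chosen only after the result was seen. Of 136 recounts of the 23 comparisons, 108 gave a count of genes within a factor of 1.5 of the first, and 28 did not. The cause was not tested for any of the 28. Most comparisons first had no gene past the threshold, and a recount that again had none was scored as within the factor. The 108 therefore does not show that the number of passing genes is stable. Genes passed at first for treatment in the hypothalamus (3) and BnST (8), brooding class in the hypothalamus (9) and spontaneous brooding (1). For spontaneous brooding all recounts fell outside the factor, and for treatment in the BnST only that with 2 surrogate variables (14) did.

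Between treatments in the hypothalamus the count of 3 genes became 9 with DESeq2, 5 with limma-voom, 6 with the mapping rate as a covariate and 8 with 2 surrogate variables. With these surrogate variables 14 genes passed in the BnST and 2 in the Tn. Between brooding classes in the hypothalamus the count of 9 became 20 with DESeq2, 2 with treatment as a covariate, 4 with the number series and 4 with the birds labelled NA counted as brooding. In the BnST it became 1 with DESeq2 and 1 without the filter on low counts, and in the Tn 1 without that filter. Without the filter it also became 2 for the interaction of brooding class with treatment in the hypothalamus, 1 for responders against non-responders in the BnST and 1 for the interaction of treatment with region (hypothalamus and BnST). For responders against non-responders in the hypothalamus it became 6 with DESeq2 and 2 with the number series.

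For spontaneous brooding among controls the count of 1 became 0 with limma-voom (2863 at an unadjusted p under 0.05), 0 without the filter (3174), 0 with NA birds counted as brooding (2933) and 0 with the number series (1644). It was 2365 among females and 0 to 180 across the fits that each left out 1 bird labelled S.

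For the named genes, 44 results (a gene in a comparison) were refitted 384 times: 329 kept direction and side of the threshold, 30 were weaker, 23 were stronger and 2 reversed. The reversed value is the difference of NTS between responders and non-responders, −0.02, which was 0.0412 with the number series and 0.0039 with NA birds counted as brooding. With the bird as a replicate block, called for by same-bird correlations of 0.475, 0.461 and 0.415 between regions across genes (not independent replicates), the interactions of treatment with region had 0, 0 and 0 genes past the threshold (hypothalamus and BnST, hypothalamus and Tn, BnST and Tn), with 481, 482 and 450 at an unadjusted p under 0.05 against 236, 290 and 253 without it. The candidate genes without an identifier could not be run. Tests of 17 birds against 6 and of 5 against 17 recovered 76% and 70.5% of simulated changes, against 90% for 24 against 24.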

Differences from the paper's values

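None of the tests given here was chosen only after the result was seen. The paper's number of down-regulated DEGs in the hypothalamus is 6, against 1 here. The paper tested treatment with DESeq2's likelihood ratio test, whereas the 1 here comes from edgeR. DESeq2's test was among the alternatives set before the data were examined, and it gave 6. The mapping rate as a covariate gave 4 and 2 surrogate variables 6. All 3 are within a factor of 1.5 of the paper's number. The gap stayed with limma-voom (3) and with DESeq2's size factors, no filter on low counts, a mean CPM of at least 1, sex and the number series (1 each).

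The paper's adjusted p of APMAP in the Tn is 0.07229, against 0.402 here. It was 0.155 with DESeq2, 0.299 with limma-voom, 0.427 with DESeq2's size factors, 0.354 without the filter, 0.473 with a mean CPM of at least 1, 0.948 with sex, 0.424 with the number series, 0.527 with the mapping rate and 0.0237 with 2 surrogate variables. None of the alternatives set before the data were examined closed the gap.

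The paper lists FOS, EGR1, SS18L2, ENSCJPG00005007063 and EGR4 as down-regulated in the hypothalamus. Here their adjusted p was 0.0773, 0.0877, 0.102, 0.102 and 0.196. DESeq2 and 2 surrogate variables call all 5, the mapping rate as a covariate calls FOS, SS18L2 and EGR4, and limma-voom calls FOS and EGR4. The paper lists JUN in the BnST, which had an adjusted p of 0.138 here and was called with 2 surrogate variables alone.

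For brooding the paper used durations, and the values here are for classes. The paper counts 3 of 8 control males and 6 of 16 control females as brooding, against 1 and 4 labelled S (2 females are labelled NA), so the classes do not part all brooding controls from the others. Of the genes it reports, UCN3 (adjusted p = 0.167) and FOSB (0.181) were called with DESeq2 alone, and TOB1 (0.329) and ENSCJPG00005002600 (0.329) under no setting. The paper gives UCN3 as the single gene that rises with brooding, whereas ENSCJPG00005008925 was higher in birds labelled R or S here (0.23, adjusted p = 0.0363). The paper states that its brooding genes other than TOB1 are also DEGs between treatments. ST8SIA2 is in Supplementary Table S3 and not in Supplementary Table S2, and here its log2 fold change between treatments was −0.06 in the hypothalamus (adjusted p = 1) and −0.07 in the BnST (0.804). Nor are FOSB and ENSCJPG00005002600 among the DEGs that the paper reports between treatments in the hypothalamus or BnST.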

Other observations

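The tests of the number series and of brooding itself for spontaneous brooding, of differences held in common by a bird's tissues, of bird 17, of other tissue in the punch of bird 49 and of the classes among birds 1 to 20 were chosen only after the result was seen.

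For each comparison it was counted how many of 100 splits of the same birds, the real one included, gave at least as many genes past the threshold or, where 0 genes passed, at an unadjusted p under 0.05. For treatment this was 2 of 100 splits in the hypothalamus (3 genes), 1 of 100 in the BnST (8 genes) and 39 of 100 in the Tn (0 genes, 678 at an unadjusted p under 0.05). For brooding class it was 2 of 100 in the hypothalamus (9 genes), 54 of 100 in the BnST and 49 of 100 in the Tn (0 genes in both, 525 and 552 at an unadjusted p under 0.05). For spontaneous brooding it was 8 of 100 (1 gene), so this gene cannot be told from a chance finding. The splits were drawn without regard to the number series, between which many genes differ in the hypothalamus. In the remaining comparisons 0 genes passed. For these it was 60 of 100, 58 of 100 and 83 of 100 for sex by treatment (502, 605 and 456 genes at an unadjusted p under 0.05 in the hypothalamus, BnST and Tn) and 5 of 100, 42 of 100 and 31 of 100 for brooding class by treatment (1861, 643 and 816). In the hypothalamus the other splits of the last comparison had a median of 582 genes. With the number series as a covariate, chosen after seeing the data, 1690 genes had an unadjusted p under 0.05. With the control males left out 3379 did. The count of splits was 23 of 100, 13 of 100 and 87 of 100 for brooding class by sex (856, 1292 and 411). It was 22 of 100, 64 of 100 and 48 of 100 for responders against non-responders (792, 447 and 552). With the number series as a covariate responders and non-responders differed in 2 genes in the hypothalamus, with 1233 at an unadjusted p under 0.05. It was 63 of 100 for non-responders against controls labelled NS (499) and 55 of 100 for treatment by region in the hypothalamus and BnST (236).

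In the hypothalamus birds 1 to 20 and 21 to 50 differed in mean by 20.0 on the first principal component of gene expression (permutation test, p = 1e-05, the smallest they can give), against 1.25 between treatments (p = 0.773). The series overlapped on it, with bird 32 of the second at −23.9 and bird 5 of the first at 10.5. Of 14601 genes, 4469 differed between the series at an adjusted p under 0.05. In separate fits the number was 1555 with the mapping rate as a covariate and 3760 with sex. What makes the series differ is not known, and no biological explanation was tested.

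Among controls 2873 genes differed between birds labelled S and NS at an unadjusted p under 0.05, where chance gives 741. Across 14457 genes, which are not independent replicates, these changes correlated with those between the series in sensitized birds (Pearson r = 0.496, Spearman rho = 0.583), and 1644 genes had such a p with the series as a covariate. The series may thus carry a part of the difference. Within birds 21 to 50, however, birds 32 and 35, labelled S, lay at −23.9 and −17.8 on the first principal component. The lowest NS bird of that series lay at −11.3. The correlation therefore cannot tell the series from the class. Whether more genes remain than other splits of these birds would give was not tested. With the mapping rate as a covariate 1982 genes had an unadjusted p under 0.05. The correlation with the changes between responders and non-responders was 0.0521 (14716 genes).

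More tissue expressing UCN3 or NTS in the punches of sensitized birds was tested by the 50 genes most correlated with each among controls. Their median treatment effect lay at percentile 13.6 of matched random lists for UCN3 and at 99.9 for NTS. Part of the NTS difference may thus come from the tissue sampled, although it was 0.43 after adjustment for these genes, from 0.51, with 24 of 24 sensitized birds above the control median.

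SS18L2, APMAP and PLCD1 varied between birds in the same way in all regions (mean r between regions 0.712, 0.552 and 0.603). Of 60 relations computed, that of SS18L2 in the hypothalamus and BnST had Pearson r = 0.736 and Spearman rho = 0.758 over 48 birds (permutation p = 1e-05 for both, the smallest they can give, adjusted p = 1.2e-04 and 1.5e-04), and r = 0.738 without the 2 farthest birds. Within either series the lowest mean r of the 3 genes was 0.513. With 2 principal components removed the lowest percentile among genes of the same expression was 80.3, so a factor shared by the libraries of a bird remains open. Their percentiles without that step began at 88.9, so a correlation of this size is found for other genes too.

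Bird 17, labelled male, lay below all other males for the mean of 50 male-biased genes in each of 6 readings (genes chosen in 1 region and read in another), and within the females in 4 of them. In the other 2 it lay at 5.61 and 5.44, where the highest female was at 5.57 and 5.41 and the lowest other male at 6.26 and 6.12. No other bird lay outside its own sex. A sex label that does not match the bird may therefore be the reason. It was kept as a male, and counted as a female it left 0 genes past the threshold for sex by treatment in each region (470, 683 and 440 at an unadjusted p under 0.05). Its library resembled its own other libraries most in 3 of 3 pairs of regions, which leaves no sign of libraries exchanged in 1 region.

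The BnST library of bird 49 had 558 genes more than 2 log2 units from the mean of the BnST libraries, itself included, against 139 in the next library. Its deviations correlated with the difference of hypothalamus from BnST by −0.145 and of Tn from BnST by −0.356 across genes, which are not independent replicates, and its total count ranked 37 from the lowest. Its 10 highest genes took 19.82% of its counts (median 12.6%). The library of bird 26, with 17.6%, lay at 19.1 on the first principal component against 90.4 for bird 49, so a share near this size need not go with such a distance. What sets the library apart is not known. No biological explanation was tested.

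Among birds 21 to 50 the mean of the immediate early genes differed between responders and non-responders by −0.40 on the log2 scale (8 against 4 birds, exact permutation p = 0.0162, adjusted p = 0.0606 over 40 tests) and UCN3 between non-responders and controls labelled NS by 0.59 (4 against 14, exact permutation p = 0.0154, adjusted p = 0.0606). The 4 non-responders include bird 47, which stood apart at 58.8 CPM of UCN3 against a median of 32.3 CPM in the 6 NR birds. In the tests over all genes the UCN3 difference ranged from 0.36 to 0.72 under the alternatives. Over all birds the differences were −0.37 and 0.64, so both keep their direction within the series, though neither passes an adjusted p of 0.05 there. Among birds 1 to 20 they were −0.22 (9 against 2, exact p = 0.146) and 0.84 (2 against 3, exact p = 0.100). The paper had picked the immediate early genes in these same birds. Both may reflect the bird's behaviour or exposure to chicks, as hypotheses. The treatment effects of the 21 genes did not differ between the hypothalamus and the BnST at an adjusted p under 0.05. The smallest was 0.166 without a block for the bird, 0.0955 with the bird as a replicate block (KLF2) and 0.0636 with a random block in limma-voom (NTS), so a difference for these genes is not excluded.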
